# St18 specifies globus pallidus projection neuron identity in MGE lineage

**DOI:** 10.1038/s41467-022-35518-5

**Published:** 2022-12-14

**Authors:** Luke F. Nunnelly, Melissa Campbell, Dylan I. Lee, Patrick Dummer, Guoqiang Gu, Vilas Menon, Edmund Au

**Keywords:** Differentiation, Cell fate and cell lineage, Cell migration

## Abstract

The medial ganglionic eminence (MGE) produces both locally-projecting interneurons, which migrate long distances to structures such as the cortex as well as projection neurons that occupy subcortical nuclei. Little is known about what regulates the migratory behavior and axonal projections of these two broad classes of neurons. We find that St18 regulates the migration and morphology of MGE neurons in vitro. Further, genetic loss-of-function of St18 in mice reveals a reduction in projection neurons of the globus pallidus pars externa. St18 functions by influencing cell fate in MGE lineages as we observe a large expansion of nascent cortical interneurons at the expense of putative GPe neurons in St18 null embryos. Downstream of St18, we identified Cbx7, a component of Polycomb repressor complex 1, and find that it is essential for projection neuron-like migration but not morphology. Thus, we identify St18 as a key regulator of projection neuron vs. interneuron identity.

## Abstract (web summary)

The medial ganglionic eminence produces both interneurons and projection neurons, though how this fate choice is made is not well established. Here they show that St18 regulates migration and morphology of MGE neurons, inducing projection neuron fates.

## Introduction

The medial ganglionic eminence (MGE) is a neurogenic progenitor zone that gives rise to both short-range interneurons and long-range projection neurons that distribute broadly throughout the telencephalon^1–3^. Interneuron versus projection neuron is one of the fundamental organizing principles of nervous system architecture, representing local versus point-to-point flows of information, respectively. However, the means by which multipotential neural stem cells in the MGE, and indeed elsewhere in the vertebrate nervous system, delineate interneurons from projection neuron cell fate is poorly understood. While the MGE is best known for generating the majority of the GABAergic interneurons in the cortex, it also produces inhibitory neurons that populate the hippocampus and striatum as well as subcortical nuclei, including the globus pallidus pars externa (GPe) and medial amygdala (MeA)^1–6^. MGE neural progenitors are defined by their expression of the transcription factor Nkx2-1^7–9^. However, as neural progenitors progress through and shortly after they exit the cell cycle, recent single-cell RNA-seq (scRNAseq) studies have found that immature MGE neurons begin to express distinct gene repertoires en route to terminal differentiation^10,11^. A key challenge is to link the expression of these early transcriptional antecedents with mature neuronal identity.

Two of the cardinal features of neuronal specification in the central nervous system are migratory behavior and the type of axon projection. During development, MGE neurons adopt distinct migratory routes. Cortical interneurons, for instance, migrate long distances through a process known as tangential migration in order to reach the neocortex^12^. MGE-derived projection neurons, by contrast, need only migrate short distances from their subpallial site of origin to contribute to subcortical nuclei including the basal ganglia^5^. Once neurons arrive in their appropriate location, interneurons and projection neurons elaborate morphologies appropriate for their function: Interneuron axonal and dendrite arbors project and branch locally, while the axons of projection neurons extend long distances.

The MGE generates subcortical projection neuronal lineages that contribute to the MeA and GPe. While much is known about MGE production of cortical interneurons^12^, the process by which MGE progenitors generate its various projection neuron lineages is still poorly understood. In the GPe, the majority of MGE-derived neurons are called prototypic neurons that express parvalbumin (PV) and primarily project caudally to the subthalamic nucleus (STN). They constitute a key link in the indirect pathway of the basal ganglia^13,14^. In this circuit, the GPe receives inhibitory input from the striatum and projects to the STN where it delivers high frequency, tonic inhibitory tone^15–17^.

A set of factors that could potentially regulate MGE development is the Myelin Transcription Factors (Myt TFs) gene family. They include three paralogs, Myt1 (Nzf2), Myt1L (Myt2 or Nzf1), and St18 (Nzf3 or Myt3) that are highly expressed in the progenitor cells of the neural and neuroendocrine lineages^18–20^. They can either activate or repress transcription depending on cellular context^21^. In humans, Myt TF mutations have been associated with cancer^22^, neuronal dysfunction^23,24^, and neuroendocrine abnormalities^25,26^. In model organisms, Myt1 and Myt1L were reported to regulate endocrine/neuronal differentiation or trans-differentiation by repressing non-neuronal genes^19,27^, while various MyT family members, including St18 regulate pancreatic islet cell function and survival^28–30^. The function of Myt1L and St18 in vivo during neural differentiation, however, remains largely unexplored.

In this work, we show that St18 directs two aspects of projection neuron identity: migratory behavior and axonal morphology using an ES cell-based model of MGE development^31^. Genetic loss of function of *St18* reveals a specific reduction in GPe prototypic neurons, a projection neuron population originating from the MGE. scRNA-seq analysis of the MGE indicated that *St18* regulates progenitor cell specification, which manifests as altered neuronal output. Finally, we identified Cbx7 as a downstream effector of *St18*, which regulates migration, while sparing *St18*-mediated projection neuron-like morphology suggesting that St18-mediated neuronal subtype specification is achieved through different downstream molecular modules independently regulating migration and axonal morphogenesis.

## Results

### *St18* is transiently expressed in medial ganglionic eminence

St18 is a transcription factor transiently expressed in neural progenitors and immature neurons during embryonic development, including expression in the MGE^32^; Allen Institute, Developing Mouse Brain Atlas (Fig. 1a, b). We first confirmed embryonic expression of St18 by RNAscope. At E12.5, we found that St18 transcript is present in the MGE subventricular zone (SVZ) and mantle (Fig. 1a). We next investigated St18 expression by immunohistochemistry. At E13.5, we found that St18 protein is present in the MGE SVZ and mantle and is co-localized with MGE lineage neurons fate-mapped^3^ with a conditional tdTomato reporter (*Nkx2-1*^Cre^; Ai9) (Figure S1b1, b2) but was largely absent in tangentially migrating MGE interneurons (Figure S1b3). As with RNAscope, St18 protein is also present in the marginal zone/superficial cortex (Figure S1a3, b3). To validate our antibody, we tested embryonic brain tissue from *St18* (−/−) (whole animal *St18* null) and MGE-specific conditional knockout mice and compared to WT positive controls (Figure S1c–e). Whole tissue *St18* (−/−) animals were generated by crossing an *St18* conditional allele (cKO) to a germline driver line (*E2a*^Cre^), and MGE-specific cKO animals were generated by crossing the *St18* cKO allele to an MGE-specific driver line (*Nkx2-1*^Cre^). Histology for St18 revealed that St18 signal was absent throughout *St18* (−/−) embryos (Figure S1d, e). These findings are consistent with previous work characterizing the *St18* conditional allele and antibody^29,33^. Taken together, our data is consistent with previously reported in situ hybridization data^32^ Allen Institute, Developing Mouse Brain Atlas, and indicates that the genetic knockout strategy to ablate *St18* works as anticipated.

**Fig. 1:**
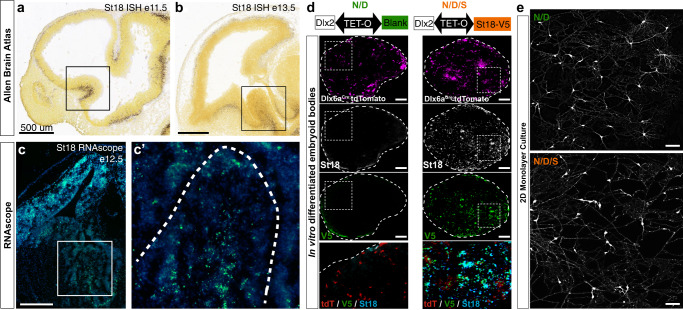
St18 expression in the MGE and St18 GOF in in vitro model of MGE development. **a** E11.5 and **b** E13.5 parasaggital brain in situ for St18 (Allen Brain Atlas). MGE indicated by boxed areas. **c** E12.5 coronal brain RNAscope (green; DAPI blue) for St18, MGE indicated by boxed area, shown in higher power in (**c**’). **d** Schematic of transcriptional GOF in N/D and N/D/S conditions. N/D and N/D/S ES cell lines are differentiated over 12 days into EBs. Sectioned differentiated EBs from N/D and N/D/S shown below schematic with conditional fate-map (Dlx6aCre; Ai9) and immunolabeling for St18 and V5 tag. **e** 2D monolayer cultures from dissociated EBs shown with conditional fate-map (Dlx6aCre; Ai9, white). EBs are gently dissociated and then plated at high density to optimal survival and then cultured for 12 days before imaging. Immunohistochemistry and RNAscope repeated across 3 biological replicates. Scale bars: **a**–**c** 500 microns; **d**, **e** 100 microns.

### St18 alters migration and morphology of MGE neurons

To test the function of St18 in the MGE, we employed an in vitro ES cell differentiation model of MGE development, which we previously developed as a tool to systematically test transcription factors expressed in the MGE^31,34^. Briefly, we start with a parental ES reporter line (Dlx6a-Cre; Ai9^35^) that fate maps subpallial neuronal lineages. The line is sequentially transcriptionally specified by Nkx2-1 and Dlx2. Nkx2-1 imparts MGE identity^7–9^ while Dlx2 further specifies GABAergic neuronal lineages^36–38^. The system makes use of a bidirectional Tet-O cassette that allows us to test candidate transcription factors in gain of function alongside Nkx2-1 and Dlx2 (Fig. 1d). Using this system, we generated two lines: one control line for generic GABAergic MGE lineages using Nkx2-1 and Dlx2, which we named N/D, and a second line with Nkx2-1, Dlx2, and St18 (with a V5 tag), named N/D/S, to test how St18 impacts MGE neuronal output.

To verify St18 induction in the N/D/S line, we tested St18 and V5 expression by immunohistochemistry in N/D and N/D/S lines differentiated into embryoid bodies (EBs) and found co-localized labeling for St18 and V5 in the N/D/S line (Fig. 1d). In contrast, St18 was detected only sparsely with an absence of V5 expression in N/D EBs (Fig. 1d). Further, tdTomato induction was not grossly affected by St18 induction (Fig. 1d). Next, we differentiated N/D and N/D/S EBs and dissociated them into monolayer cultures to examine tdTomato+ neurons. Here, we noticed a dramatic change: tdTomato fate-mapped N/D neurons were multipolar with complex morphologies reminiscent of interneurons, and consistent with our previous studies^31,34^ while tdTomato+ N/D/S neurons appeared to have less complex morphologies and bore longer processes, similar to projection neurons (Fig. 1e).

The MGE generates both short-range interneurons as well as long-range projection neurons^2,3^. Our data indicated that St18 may direct MGE progenitor towards projection neuron identity at the expense of interneuron identity. To test this hypothesis, we more carefully examined N/D/S neurons and N/D neurons by two key features that delineate interneuron and projection neurons: migration and morphology. A defining characteristic of MGE-derived interneurons is their long-distance tangential migration from their birthplace in the ventral telencephalon into the cortex^39^. In contrast, MGE-derived projection neurons migrate shorter distances, where they remain subcortical and populate nuclei in the basal ganglia and amygdala^3–6,40^ (Fig. 2a). Thus, if St18 instructs MGE progenitors to become projection neurons, we would expect that N/D/S neurons will migrate less than N/D neurons. To test this, we embedded N/D and N/D/S EBs in Matrigel and measured the capacity of *Dlx6a*^Cre^; Ai9 fate-mapped neurons to migrate out of the EB (Fig. 2b). Using this assay, we found that N/D neurons robustly migrate out of EBs long distances radially into the Matrigel (Fig. 2c). Conversely, N/D/S neurons migrate shorter distances than N/D controls (Fig. 2d, e), oftentimes failing to leave the EB altogether (Fig. 2d). Further, numerous N/D/S neurons that failed to migrate out bore long processes that emanated from the EB whereas migratory N/D neurons had leading unipolar and branched processes reminiscent of migratory interneurons (Fig. 2c, d, inset 2).

**Fig. 2:**
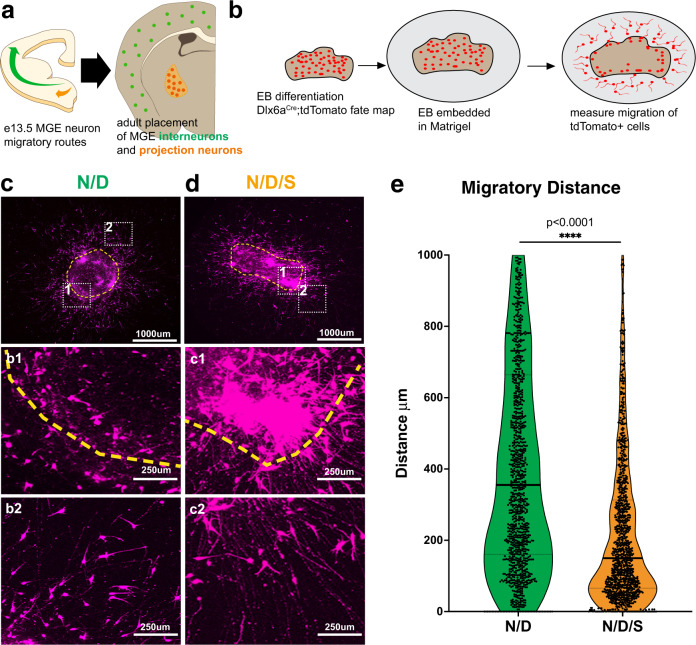
St18 GOF in vitro alters migratory behavior of MGE neurons. **a** Schematic representation (left) of MGE lineage neurons that adopt divergent migratory paths en route to (right) their final position in the adult brain. Cortical interneurons in green, globus pallidus neurons in orange. **b** Experimental design for Matrigel embedding experiments. N/D and N/D/S lines are differentiated into EBs for 12 days after which they are embedded in Matrigel. Fate-mapped neurons (Dlx6a^Cre^; Ai9) are allowed to migrate radially into Matrigel for 4 days before quantification. **c** Representative image of N/D EB with Ai9 tdtTomato in magenta. Yellow dashed line indicates edge of EB. Insets show EB edge (1) and migrating fate-mapped neurons (2). **d** Representative image of N/D/S EB with Ai9 tdtTomato in magenta. Yellow dashed line indicates edge of EB. Subsets show neurons failing to migrate out of EB (1) and elaborated long processes (2). **e** Quantification of neuronal migration in (**b**) and (**c**): Migratory Distance (2-sided Mann–Whitney U Test; *p* < 1e−15). Dataset represents cells assayed from 6 EBs per condition; 1137N/D/S cells and 1156 N/D cells. Source data are provided as a Source data file. Immunohistochemistry repeated across 6 biological replicates.

This prompted us to examine the morphologies of N/D and N/D/S neurons in greater detail. To do so, we dissociated N/D and N/D/S EBs and plated them sparsely onto cortical feeders. This allows for long-term 2D culture of tdTomato+ neurons, which can be analyzed morphologically in isolation (Fig. 3a). We found that N/D/S neurons bear far longer primary processes as well as longer average process length when compared with N/D neurons (Fig. 3b, c, f). Next, we reconstructed N/D and N/D/S neurons and assayed morphological complexity by Sholl analysis and found that N/D/S neurons are significantly less branched with longer, less complex processes compared to N/D neurons (Fig. 3e, f; additional morphological reconstructions in Figure S2). Thus, we find that N/D/S neurons are less migratory than N/D neurons and that N/D/S neurons exhibit a projection-like morphology (less branched with longer processes) that are significantly different from the multipolar, shorter, complex morphologies of N/D neurons. Taken together, St18 regulates neuronal migration and morphology and suggests that it is involved in specifying MGE projection neuron lineages.

**Fig. 3:**
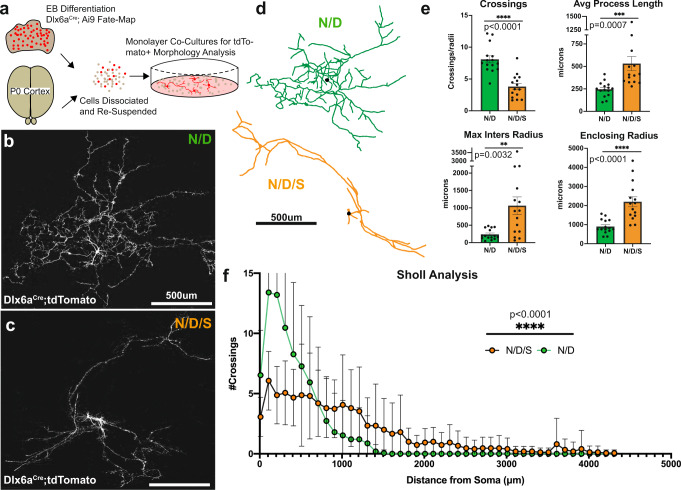
St18 GOF produces projection-like neuronal morphologies. **a** Experimental design of 2D monolayer tracing experiments. N/D and N/D/S lines are differentiated into EBs and dissociated into single-cell suspensions. Concordantly, P0 corticies are dissociated and combined with low-density EB suspensions for plating and whole-cell tracing following fate-mapping (Dlx6a^Cre^; Ai9). **b** Sample N/D neuron plated at low density with fate-mapping (Dlx6a^Cre^; Ai9). **c** Sample N/D/S neuron plated at low density with fate-mapping (Dlx6a^Cre^; Ai9). Morphologcial differences noticeable throughout dataset, see Figure S2. **d** Representative tracings of N/D and N/D/S neurons. **e** Sholl Crossings, Process Length, Maximum Intersection Radius, and Enclosing Radius quantification (Unpaired t-test; Crossings *p* = 0.00000316; Enclosing Radius *p* = 0.0000638). **f** Sholl analysis curves for tracings in (**d**) and (**e**) (two-way ANOVA). Dataset represents 15 reconstructed neurons obtained from 4 separate differentiations per line. Data are presented as mean +/− SEM. Source data are provided as a Source data file.

### Loss of PV + GPe prototypic projection neurons in *St18* mutants

Given our in vitro findings, we next investigated whether *St18* is necessary for the development of MGE projection neurons in vivo. We first tested if loss of St18 resulted in alterations in MGE proliferation and cell death by analyzing Ki67 and Caspase 3 in *St18* (−/−) embryos, respectively. No significant differences were observed in MGE cells for Ki67 or Caspase 3 in *St18* (−/−) embryos compared to WT controls (Figure S3a-b). We next tested whether *St18* (−/−) embryos exhibited defects in early MGE patterning Nkx2-1+ cells in either the MGE VZ/SVZ or ventrally in the developing basal ganglia (BG)^1^. We found that there is no difference in either the MGE or GP between *St18* (−/−) and WT embryos (Figure S3c). Together, we conclude that *St18* loss of function does not produce changes in proliferation, cell-death, or early MGE patterning. These findings are consistent with our observation that St18 expression is primarily found in SVZ and mantle regions.

The MGE produces GABAergic neurons that populate the cortex, hippocampus, striatum, medial amygdala (MeA), and globus pallidus pars externa (GPe)^3^. We surveyed the MGE neuronal lineage by immunohistochemistry, comparing *St18* (−/−) animals and littermate controls (Figure S4 and Fig. 4). We examined PV+ and SST + neurons in the cortex, hippocampus, and striatum. We also tested the MGE component of the MeA, labeled by SST+ and FoxP2+^41–43^. In the GPe, we counted the number of MGE-derived prototypic neurons, determined by PV, Nkx2-1, and Er81 expression, the number of LGE-derived arkypallidal neurons, determined by Npas1 and FoxP2 expression, and GPe astrocytes, determined by S100b^5,40,44,45^. We found that there was a significant decrease in PV+, Nkx2-1+, and Er81+ prototypic neurons in the GPe in *St18* (−/−) animals compared to controls (Fig. 4). Importantly, we observed no significant difference in any other neural or glial component of the GPe, nor did we observe any significant difference in the other MGE-derived neural lineages throughout the brain (Fig. 4, Figure S4). Indeed, there were no changes in either the somatostatin (SST) or the PV neural populations in the cortex, hippocampus, or striatum following *St18* ablation, nor were there any changes in the SST and FoxP2 MGE-derived neural lineages in the MeA (Figure S4). Thus, we only observe a specific reduction in PV + GPe neurons in *St18* (−/−) animals.

**Fig. 4:**
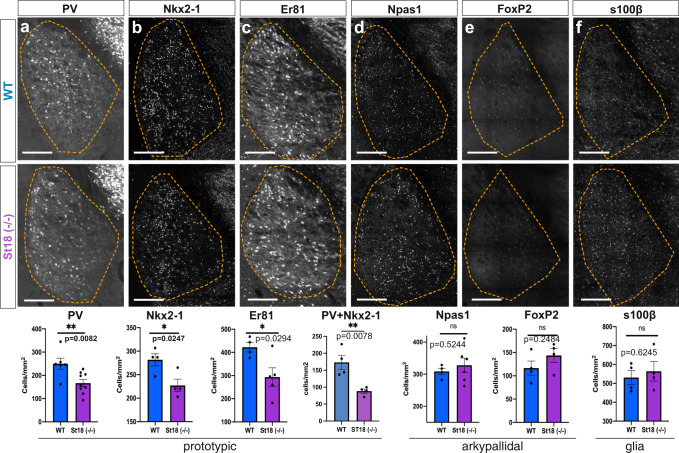
Whole animal St18 KO produces a specific loss of MGE lineage GPe projection neurons. **a** Quantification of PV+ neurons (Unpaired t-test). *N* = 6 WT and 9 *St18* (−/−). **b** Quantification of Nkx2-1+ neurons (Unpaired t-test). *N* = 4 WT and 4 *St18* (−/−). **c** Quantification of Er81+ neurons (Unpaired t-test). *N* = 4 WT and 5 *St18* (−/−). Quantification of Nkx2-1/PV double-positive (Unpaired t-test). *N* = 4WT and 4 St18 (−/−). **d** Quantification of Npas1+ neurons (Unpaired t-test). *N* = 4 WT and 6 *St18* (−/−). **e** Quantification of FoxP2+ neurons (Unpaired t-test). *N* = 4 WT and 4 *St18* (−/−). **f** Quantification of s100b + glial cells (Unpaired t-test). *N* = 4 WT and 4 *St18* (−/−). All data assessed by two-sided Data are presented as mean +/− SEM. Source data are provided as a Source data file. Scale bar represents 500 microns.

To investigate *St18* genetic ablation with greater resolution, we crossed the *St18* conditional allele to the MGE-specific driver line, *Nkx2-1*^Cre^ and the Ai9 conditional tdTomato reporter. This genetic strategy specifically ablates *St18* in the MGE while simultaneously fate-mapping the MGE neuronal lineage (*St18* cKO). We compared *St18* cKO (St18^fl/fl^; *Nkx2-1*^Cre^; Ai9) to *St18* heterozygote controls (St18^fl/+^; Nkx2-1^Cre^; Ai9). Efficient recombination of the St18 conditional allele in the MGE was confirmed by St18 immunohistochemistry (Figure S1e). We then quantified the number of fate-mapped tdTomato+ neurons throughout the brain to examine MGE lineages in *St18* cKO animals compared with controls. The number of tdTomato+ neurons in *St18* cKO animals was not significantly different in any region other than the GPe (Figure S5), where there was a significant decrease in tdTomato+ neuron density that was not due to a change in total GPe area (Figure S5a). Our analysis of WT vs. cKO cortical interneurons may have been confounded by differences between mutant and control brain size. We therefore measured cortical thickness between the two groups and found no significant differences (Figure S5b). Thus *St18* cKO, consistent with our findings in the *St18* (−/−), exhibits a specific loss of MGE lineage tdTomato+ fate-mapped neurons in the GPe.

We next repeated our histological analysis of the neural and glial components of the GPe in *St18* cKO. We found that, as in the *St18* (−/−) animal analysis, MGE-derived prototypic neurons, identified by PV, Er81, and Nkx2-1 expression, were reduced while the other neuronal and glial components, determined by Npas1, FoxP2, and S100β, are spared in St18 cKO (Fig. 5a–c; Figure S6). Furthermore, like in *St18* (−/−) animals, *St18* cKO produces no significant change in the MGE-derived neural lineages of the cortex, hippocampus, striatum, and MeA (Figure S7). Taken together, *St18* cKO phenocopies the *St18* (−/−), producing a specific loss of PV + projection neurons in the GPe.

**Fig. 5:**
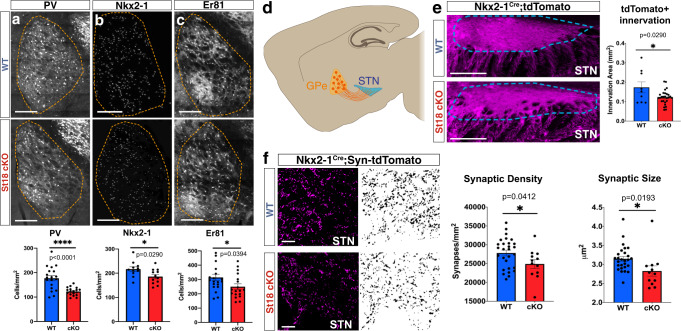
Conditional St18 KO produces a specific loss of MGE lineage GPe projection neurons. **a** Quantification of PV + neurons (Unpaired t-test). *N* = 19 WT and 18 St18 cKO. **b** Quantification of Nkx2-1+ neurons (Unpaired t-test). *N* = 11 WT and 12 *St18* cKO. **c** Quantification of Er81+ neurons (Unpaired t-test). *N* = 20 WT and 18 *St18* cKO. **d** Schematic representation of adult mouse brain in the parasagittal plane showing axonal projections of GPe prototypic neurons (orange) targeting the STN (blue). **e** WT and *St18* cKO STN (outlined in blue) with MGE lineage whole cell labeled fate map (Nkx2-1^Cre^; Ai9). Quantification of axonal innervation area (Unpaired t-test). *N* = 9 WT and 27 *St18* cKO. **f** WT and *St18* cKO STN with (left) MGE lineage synaptophysin labeled fate map (Nkx2-1^Cre^; Ai34). tdTomato, (right) 3D segmented puncta quantified for puncta density and puncta size (Unpaired t-test). *N* = 27 WT and 12 *St18* cKO. Data are presented as mean +/− SEM. Source data are provided as a Source data file. Scale bars: **a**–**c**, **e** 500 microns; **f** 100 microns.

### Disruptions in indirect pathway connections in St18 cKO mice

PV + prototypic neurons in the GPe are an essential component of the basal ganglia indirect pathway. Prototypic neurons of the GPe project caudally to the subthalamic nucleus (STN) (Fig. 5d), which then projects to motor thalamus and the spinal cord to regulate movement^46^. We tested whether loss of PV + GPe neurons in St18 cKO animals resulted in a loss of innervation to the STN. The Ai9 reporter fills axonal processes, allowing us to examine projections from fate-mapped prototypic GPe neurons to their target in the STN. We found a significant decrease in tdTomato+ axons in the STN in St18 cKO animals compared to controls (Fig. 5e). To visualize synaptic innervation directly, we utilized a different reporter line, Ai34, that conditionally expresses synaptophysin-tdTomato (syn-tdT) upon Cre recombination. Syn-tdT puncta were segmented and quantified in the STN, revealing that puncta density and average puncta size were significantly reduced in *St18* cKO (Fig. 5f). As a control, we examined Ai34 puncta density in the dorsal striatum and the GPe, regions that are not primary targets of PV + prototypic neurons in the GPe and found no significant differences (Figure S6d, e). Taken together, *St18* cKO results in reduced innervation of STN due to reduced axonal projections, synaptic density as well as reduced synaptic puncta size, all of which track with a reduction of PV + prototypic neurons present in the GPe.

### Alterations in neuronal output in St18 mutants

Given the highly specific reduction in GPe prototypic projection neurons observed in *St18* mutants, we next examined how cell loss occurs. We found that overall proliferation, cell death, and Nkx2-1+ progenitors were not significantly altered in the mutant MGE (Figure S3). We therefore explored the possibility that *St18* directs the cell fate of GPe prototypic neurons during progenitor cell specification. To do so, we performed single-cell RNA-seq (scRNA-seq) on e14.5 *St18* (−/−) and WT littermate control MGE (*n* = 2 biological replicates per group; median of ~9500 cells passing quality control per biological replicate). We chose to examine *St18* (−/−) instead of *St18* cKO MGE to guard against incomplete recombination with *Nkx2-1*^Cre^, which is unable to recombine in the MGE/LGE sulcus region^47^. We found that St18 transcript was still present in St18 (−/−) samples, although at significantly lower levels in neurons (Figure S10a; *p* = 9.184 × 10^−5^; Wilcoxon rank-sum test). This finding is consistent with previous work describing the *St18* conditional allele in that the transcript is still detectable after recombination, but at lower levels and likely reflects a degree of nonsense-mediated decay^29,33^. Importantly, and consistent with previous work^29^, we found a lack of St18 protein signal in the *St18* (−/−) embryo by immunohistochemistry using a protein that recognizes the N-terminus (Figure S1). Thus, the N-terminal fragment of St18 that is encoded by the recombined St18 transcript is not detectable, likely due to protein instability.

Sequencing data were analyzed in a similar manner to a previous study of MGE progenitors and neurons^11^. After filtering cells with fewer than 200 genes detected, we performed a standard clustering analysis using the Seurat package in R^48^. Briefly, we identified high variance genes, followed by principal component analysis (retaining 49 PCs) and Louvain-based community detection clustering. Following subclustering of neurons and progenitors, we identified 14 progenitor cell clusters (3039 total cells in WT, 4018 total cells in *St18* (−/−)) and 22 neuronal clusters (5104 total cells in WT, 5904 total cells in *St18* (−/−)) (Fig. 6a, b; Figure S9). A UMAP visualization of progenitor cell clusters in WT and *St18* (−/−) samples indicate that there are small differences in the relative proportions of clusters between the two groups, with a potential increase in progenitor clusters 7 and 9 in *St18* (−/−) (Fig. 6a, c). However, a similar visualization of neuronal clusters shows more pronounced alterations in neuronal representation; indeed, statistical analysis using a Fisher exact test identified that the proportion of cluster 4 neurons, as a fraction of total neurons, was reduced 4.72-fold (*p* = 3.00 e^−103^), while the proportion of cluster 2 neurons was increased 4.74-fold (*p* = 1.39 e^−99^), and the proportion of cluster 5 neurons was increased 2.35-fold (*p* = 3.12 e^−28^) in *St18* (−/−) versus WT (Fig. 6b, d). Analysis of gene expression in cluster 2 and 5 neurons revealed enrichment for cortical interneuron-related genes, for example: *Maf* (*c-Maf*)^48–51^, *Zeb2* (*Zfhx1b*, *Sip1*)^49,52^, *EphA4*^53^, *Ackr3* (*CxcR7*)^54,55^, and ErbB4^56^ over WT cluster 4 neurons (Figure S6e). St18 is not expressed at high levels in neuron clusters 2, 4, or 5 (Figure S10c). Thus, loss of *St18* likely affects progenitor cell production of neurons, resulting in a shift towards interneuron output (clusters 2 and 5) and away from cluster 4, which are likely to be nascent GPe prototypic neurons.

**Fig. 6:**
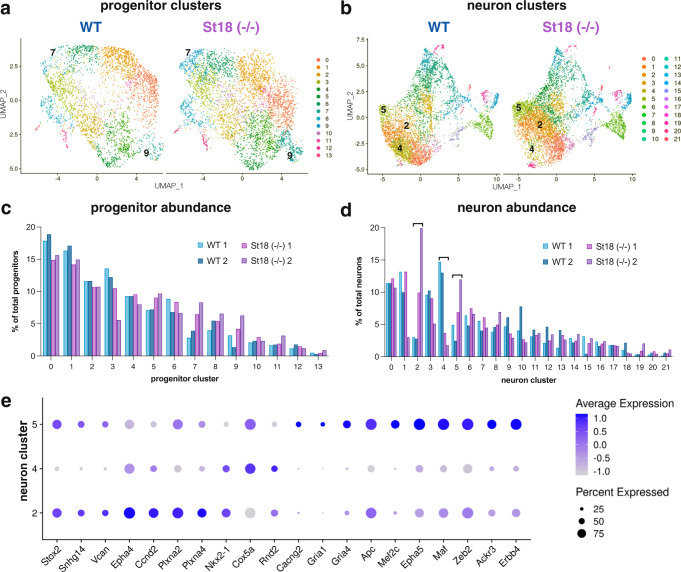
Single-cell RNA-seq reveals that specific neuronal clusters are differentially produced upon St18 genetic ablation. **a** UMAP visualization of 14 progenitor clusters identified in WT (left) and *St18* (−/−) (*St18* (−/−), right) e14.5 MGE. **b** UMAP visualization of 22 neuronal clusters identified in WT (left) and *St18* (−/−) e14.5 MGE. Relative proportions of each **c** progenitor cluster and **d** neuronal clusters, biological replicates plotted separately. WT replicates 1 and 2 in shades of blue, *St18* (−/−) replicates 1 and 2 in shades of purple. **e** Dot plot showing scaled average expression of differentially-expressed genes in neuron clusters 2, 4, and 5. Numbers indicated on UMAP visualizations in (**a**) and (**b**) denote clusters with the most pronounced alterations in proportional representation between WT and *St18* (−/−). scRNA-seq dataset represents 2 biological replicates per genotype, 8143 WT cells and 9922 St18 (−/−) cells that passed quality control total.

### Cbx7 regulates projection neuron migration downstream of St18

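Bulk RNA-seq was performed on tdTomato+ neurons sorted from embryoid bodies on day 12 of differentiation. The N/D line is a mouse ES cell line in which Nkx2-1 and Dlx2 are induced, and the N/D/S line carries V5-tagged St18 in addition. Each of the 2 lines gave 2 libraries, numbered replicate 1 and replicate 2 in their labels. RNA was poly-A selected, and the paired-end reads were pseudoaligned with kallisto 0.44.0. The authors deposited transcript abundances normalized to transcript length and library total (TPM) for each gene symbol and library, without scaling between libraries. TPM values keep no read counts, so the depth of each library is unknown. The replicate 1 files listed 35197 symbols and the replicate 2 files 35204, a different list for each replicate number, and 34968 symbols were shared by all 4 libraries. Differences between the lines were tested with limma on log2(TPM + 1) for the 12975 genes with at least 1 TPM in at least 2 libraries, with Benjamini-Hochberg adjustment.
In the library labelled N/D replicate 1, 13426 genes had a value above 0, against 20107 in N/D replicate 2, 20750 in N/D/S replicate 1 and 17118 in N/D/S replicate 2. Of the 6139 genes with at least 10 TPM in each of the other libraries, 613 were listed at 0 in the library labelled N/D replicate 1. The corresponding number was 2 of 4612 genes for N/D/S replicate 1, 1 of 5214 for N/D/S replicate 2 and 0 of 4595 for N/D replicate 2. Across genes, which are not independent replicates, Pearson's r was 0.752 between both N/D libraries and 0.876 between both N/D/S libraries. Between the lines, r was highest for N/D/S replicate 1 with N/D replicate 2, at 0.947, and 0.928 for N/D/S replicate 2 with N/D replicate 2. The r of the library labelled N/D replicate 1 was 0.757 with N/D/S replicate 1 and 0.73 with N/D/S replicate 2. After the mean of each line was removed, libraries with the same replicate number had a correlation of 0.02 across the tested genes. For St18, Cbx7, other chromobox genes and the numbers of genes past the threshold, results with replicate number as a block are given beside those without it.
The labels were checked on the genes induced in the lines. St18, on chromosome 1 of GRCm38 from 6487231 to 6860940, had 44.5 TPM in the library labelled N/D/S replicate 1 and 15.9 TPM in that labelled N/D/S replicate 2. In the libraries labelled N/D, St18 had 28.5 TPM in replicate 1 and 26.6 TPM in replicate 2. Its log2 fold change of N/D/S over N/D was −0.04 (standard error 1.03, adjusted p = 1 from limma with Benjamini-Hochberg adjustment), and with replicate number as a block the standard error was 1.29. St18 was thus higher in N/D/S within replicate 1 and lower within replicate 2, against the label, so which group carries St18 rests on the labels. Genes on chromosome 1, examined after the values were seen, did group the libraries as labelled. Centred on length, their median log2 difference was between −0.44 and −0.25 in the 4 pairs of an N/D/S with an N/D library, 0.07 between the N/D libraries and 0.02 between the N/D/S libraries. Nkx2-1, on chromosome 12, had 39.6 and 18.3 TPM in the N/D/S libraries and 16.5 and 48.6 TPM in the N/D libraries, in replicate order. Dlx2, on chromosome 2, had 258.6 and 147.5 TPM in N/D/S and 71.1 and 187.8 TPM in N/D. Nkx2-1 and Dlx2 were introduced in both lines, so they cannot tell the labels apart. Whether TPM of these symbols include reads from the introduced copies is not known. In the paper's methods, the introduced St18 is on a TRE construct and the tTA on the Nestin-Nkx2-1 construct. Whether the introduced St18 was still expressed in the sorted neurons is not known. The libraries labelled N/D also had St18, so its TPM is a weak check and does not show that a library is mislabelled.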

To determine how St18 regulates projection neuron identity in MGE progenitors, we examined differential gene expression between WT and *St18* (−/−) MGE in vivo and then cross-referenced our findings with bulk RNA sequencing (RNA-seq) in N/D and N/D/S neurons in vitro. 

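Cbx7, listed by its symbol, lies on the minus strand of chromosome 15 of GRCm38 from 79915807 to 79971119 and has 9 annotated transcripts, the longest of 6057 bases. Cbx7 had 97.8 TPM in the library labelled N/D/S replicate 1 and was listed at 0 in that labelled N/D replicate 1. In replicate 2, Cbx7 had 10.3 TPM in the library labelled N/D/S and 25.5 TPM in that labelled N/D. The log2 fold change of N/D/S over N/D was 2.70 (standard error 1.79, unadjusted p = 0.175 and adjusted p = 1 from limma with Benjamini-Hochberg adjustment). This difference was smaller than the residual standard deviation between the libraries of a line, 2.84. With 2 libraries in each line, the smallest p that a two-sided exact permutation test can give is 0.333, so that test cannot reach 0.05. Among the 12975 genes tested, Cbx7 ranked 229 by log2 fold change towards N/D/S and 728 by p. Apart from leaving out a library, a pseudocount of 0.1 moved the log2 fold change most, to 4.32, with an adjusted p of 1 from limma with Benjamini-Hochberg adjustment. With upper quartile scaling it was 2.79 (unadjusted p = 0.0297 and adjusted p = 1 from limma with Benjamini-Hochberg adjustment). That fit gave nearly all genes the same spread, whatever their own libraries showed. Its standard error was 1.273 for Cbx7 and 1.253 for St18, against 1.79 and 1.03 without scaling. Listing at 0 was not particular to Cbx7, since 412 of the 3582 genes with a mean TPM within 2-fold of that of Cbx7 in the other libraries were listed at 0 in the library labelled N/D replicate 1. St18 itself did not separate the N/D/S libraries from the N/D libraries. Its log2 fold change was −0.04, and its mean TPM was 30.2 in N/D/S against 27.6 in N/D. The direction of the Cbx7 difference therefore rests on the labels. The paper states that Cbx7 is upregulated in the N/D/S line (Figure S12a).

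**Figure D1:**
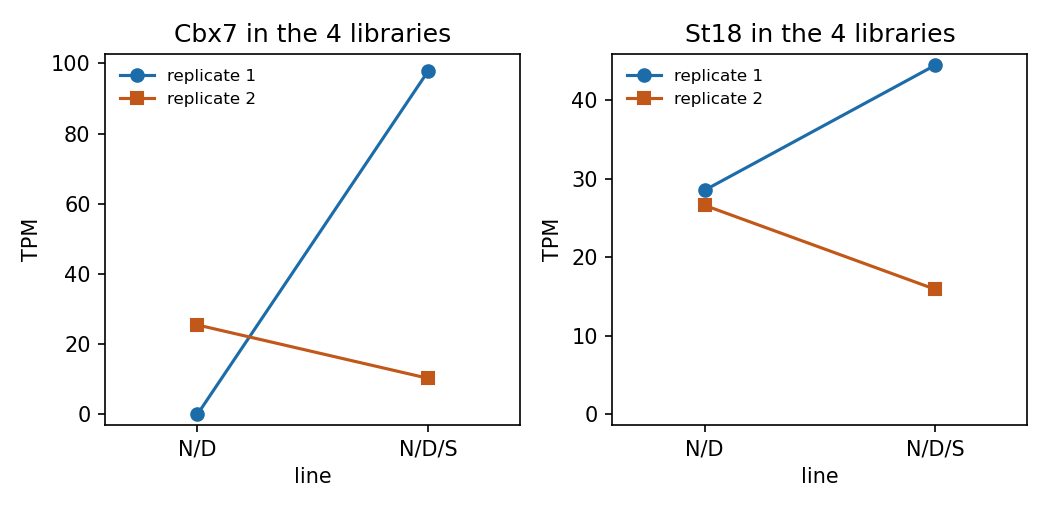
TPM of Cbx7 and St18 in each library, labelled N/D or N/D/S, with libraries of the same replicate number joined by a line (replicate 1 as blue circles, replicate 2 as orange squares). For both genes the N/D/S library is the higher one in replicate 1 and the lower one in replicate 2, and Cbx7 is listed at 0 in N/D replicate 1.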

We found that Cbx7 was one of the most differentially expressed genes in N/D/S line vs. N/D; it was strongly upregulated in the N/D/S line (log_2_FC = 2.09, ~4.25-fold) (Figure S12a).

Cbx7 is a component of the Polycomb repressor complex 1 (PRC1), which broadly enacts transcriptional repression^57^. Cbx7, via its association with the PRC1, is involved in both the early embryonic development of neural tissue^58^ as well as in post-mitotic differentiation of maturing neurons^59^, making it an attractive candidate to investigate as a potential downstream effector. We found Cbx7 in our scRNA-seq analysis, but it was detected at overall low levels. We therefore examined our scRNA-seq dataset for the expression of Cbx7 targets, which had previously been identified by ChIP-seq^60^. We found that the large majority of targets had elevated levels of expression in St18(−/−) vs. WT neurons (Figure S11a). Since we found elevated Cbx7 levels in N/D/S neurons, this is consistent with the notion that, in the absence of St18, Cbx7 targets are de-repressed compared to WT. 

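Within each replicate number, the difference in Cbx7 between the libraries labelled N/D/S and N/D had opposite signs. On the log2(TPM + 1) scale, the N/D/S library minus the N/D library was 6.63 in replicate 1 and −1.23 in replicate 2. The larger of these differences is taken against a library in which Cbx7 was listed at 0, so no fold change is given for it. With replicate number as a block, the standard error of the Cbx7 log2 fold change was 1.89 and the unadjusted p from limma was 0.192. The St18 difference had the same pair of signs as that of Cbx7, 0.62 in replicate 1 and −0.71 in replicate 2, so in replicate 2 the library labelled N/D/S had less of both. From the higher Cbx7 in N/D/S neurons and the higher expression of Cbx7 targets in St18(−/−) neurons, the paper proposes that Cbx7 targets are de-repressed in the absence of St18.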

We also compared Cbx7 targets expression levels for neuron clusters 2, 4, and 5, reasoning that if St18 distinguishes neuron cluster 4 from clusters 2 and 5, Cbx7 targets should correspondingly be expressed at higher levels for 2 and 5 compared to 4. Indeed, this was what we observed for many Cbx7 targets (Supplemental Figure 11b). Taken together, our in vitro and in vivo expression analysis indicated that Cbx7 was a suitable candidate for functional analysis.

We utilized a pharmacological inhibitor of Cbx7-mediated repression, MS351^61^ to test if it affected the migratory and morphological phenotypes of N/D/S neurons in vitro. To test the efficacy of MS351, we assayed P16^INK4a^ transcript levels by qPCR^62^ in N/D/S neurons since P16^INK4a^ transcription is negatively regulated by Cbx7-mediated PRC1 activity^63^. We found that N/D/S cells treated with MS351 had higher levels of P16^INK4a^ compared to N/D/S cells treated only with vehicle (ΔΔCt = −3.62; ~150-fold increase MS351-treated vs. vehicle). We found that N/D neurons migrate significantly further than N/D/S in our in vitro migration assay (Fig. 2). However, following application of MS351, N/D/S neurons now migrate significantly further than vehicle-treated N/D/S neurons (Fig. 7a). In fact, MS351-treated N/D/S neurons migrate as far as N/D neurons treated with MS351. Notably, MS351-treated N/D cell migration is not significantly different from vehicle-treated N/D neurons (Fig. 7a). This result suggests that N/D/S neurons treated with MS351 lose projection neuron-like migratory behavior and instead, migrate in an interneuron-like manner. We next tested whether this held true with bona fide MGE neurons (Fig. 7b). When MGE is dissected and cultured in Matrigel, MGE neurons (a mixture of interneurons and projection neurons) migrate out of the MGE explant, a configuration that parallels our experiments with ES-derived EBs in Matrigel. We measured the migratory distance from the edge of the explant of Nkx2-1^Cre^; Ai9 fate-mapped MGE neurons cultured with MS351 or vehicle control. We found that MS351-treated neurons migrated significantly longer distances than vehicle and that this effect was especially pronounced in tdT+ MGE neurons that migrate short distances (Fig. 7b). Possibly, these neurons correspond to MGE projection neurons that possess an intrinsically diminished capacity to migrate compared to interneurons—thus, potentially mirroring our findings with N/D/S and N/D neurons (Fig. 7a). We next tested the effect of MS351 on neuronal morphology. Here, we found that MS351 had no effect on N/D/S or N/D morphologies as assessed by Sholl statistics and Sholl analysis (Fig. 7c, Figure S12b, c). Thus, Cbx7 regulates St18-mediated migration, while sparing St18-mediated projection neuron morphology altogether.

**Fig. 7:**
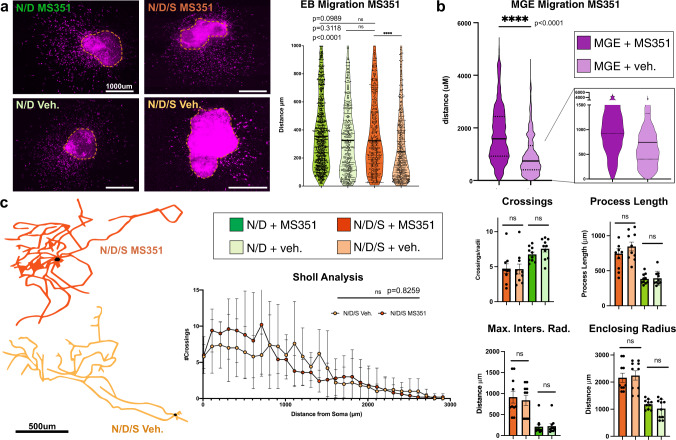
St18 regulates projection neuron migration but not morphology via upregulation of Cbx7. **a** Sample images of Matrigel embedded N/D/S EBs treated either with MS351 or Veh. Ai9 tdtTomato in magenta. Quantification to the right of the images (Mann–Whitney U Test; N/D/S MS351 vs. vehicle *p* = 0.0000146). Dataset represents 3 EBs per condition; 531 N/D/S MS351 cells and 614 N/D/S Veh. cells and 1301 N/D MS351 cells and 567 N/D Veh. cells. **b** MGE explants from Nkx2-1^Cre^; Ai9 e12.5 embryos treated with MS351 or Veh. Quantification of tdTomato+ cell migration from edge of explant. Inset on right emphasizes migration <1500 microns. Dataset represents 3 MGE per condition; ~20,000 cells quantified per group (K-S test; *p* < 1e−15). **c** Sample neuronal reconstructions in N/D/S MS351 and N/D/S Veh. conditions. Sholl analysis (two-way ANOVA) and Sholl statistics quantification to the right of the neuronal reconstructions (Unpaired t-test). *N* = 10 N/D/S MS351 and 10 N/D/S Veh. and 10 N/D MS351 and 10 N/D Veh. Data are presented as mean +/− SEM. Source data are provided as a Source data file.

## Discussion

Many neural progenitors throughout the brain generate both interneurons and projection neurons, but how this crucial fate choice is determined is very poorly understood. In this work, we demonstrate that the transcription factor St18 directs MGE progenitors to adopt projection neuron identity at the expense of interneuron production. Using an in vitro assay, we find that St18 governs the migratory and morphological characteristics of ES-derived MGE neurons towards projection neuron identity, overriding the default interneuron fate of N/D cells. In whole animal null and conditional loss-of-function *St18* mutants, we observe a highly specific loss of prototypic GPe projection neurons, which is accompanied by a reduction in target innervation of the STN. By single-cell RNA-seq analysis of *St18* (−/−) and wild-type MGE, we find that while MGE progenitors are largely unaffected, neuronal output is altered in *St18* mutants; specifically, we observe an expansion of nascent interneurons and a decrease in putative GPe prototypic neurons. Gene expression analysis identified Cbx7 as a downstream effector of St18. Through pharmacological inhibition, we show that Cbx7 governs St18-mediated cell migration, while St18-mediated projection neuron morphology is unaffected. We therefore describe a transcriptional determinant in vertebrate brain that directs neural progenitors towards projection neuron over interneuron fate. Downstream of St18, Cbx7 specifically regulates migratory aspects of the projection neuron phenotype, demonstrating that different attributes of MGE projection neuron identity are potentially parsed into distinct transcriptional programs.

Previous studies have identified genes responsible for various characteristics of MGE lineage neurons. These include specification of MGE ventricular progenitors by sustained expression of *Nkx2-1*^64,65^, the regulation of PV cortical interneuron migration by Sp8*/*Sp9^66^, the differentiation and maturation of SST cortical interneurons by *Satb1*^67^, and the allocation of MGE lineage striatal neurons via chemoattractive and chemorepulsive cues in response to Nrg1/ErbB4 and EphB/ephrinB signaling, respectively^68^. However, to our knowledge, St18 is the first transcription factor identified in the vertebrate brain that directs progenitor cells to delineate between projection neuron over interneuron identity.

St18 (also known as Myt3 and NZF3) is a member of the Myt family of transcription factors, characterized by a conserved zinc finger DNA binding motif^32,69^. Other Myt transcription factor superfamily members include Myt1, which promotes neurogenesis via inhibition of Notch signaling^19^, and Myt1L, one of the ‘BAM’ factors required to produce induced neurons^70^ that drives neuronal fate by suppressing non-neuronal differentiation^27^. Further, Myt1 mutant mice exhibit defects in vagal nerve projections^20^. St18 has also been implicated in neuronal differentiation, acting in conjunction with Neurog1^71^, and is thought to act broadly through gene repression due to its high-affinity DNA binding domain. St18 also has a documented role in cancer, acting as a tumor suppressor^22^—hence, its name: suppressor of tumorogenicity 18—or as an oncogene^72^ depending on tissue type. St18 also mediates apoptosis in pancreatic beta cells^28^ and cell migration in islet cells through integrin signaling^73^. The latter is consistent with our finding that St18 regulates migration of MGE neurons in vitro.

Migratory patterns of MGE-lineage neurons are divergent. Cortical interneurons migrate long distances tangentially and then switch to radial migration in order to arealize throughout the cortex. Subpallial MGE neurons, on the other hand, migrate comparatively short distances to occupy the striatum, globus pallidus, and amygdala. While there is much known about factors that govern interneuron tangential migration into the cortex^74^, relatively little is known about short distance migration in subpallial MGE neurons. In fact, many of the known factors for MGE interneuron migration are guidance cue-related^74,75^: Robo/Slit^76^, Eph/ephrin^53,77^, semaphorin^64,78^, Cxcr/Cxcl^54,55^, RGMa-neogenin^79^, and Netrin^80^. Here, we find that St18 induction robustly curtails cell migration in N/D/S neurons versus N/D neurons. Given the paucity of guidance cues present in our in vitro migration assay, we surmise that St18 restricts the cell intrinsic capacity for MGE neurons to migrate long distances, which is a mechanism that is distinct from expression of guidance cues. During development, this restricted migratory capacity likely acts in concert with guidance cues in the orchestrated assembly of the GPe^5^ to ensure the appropriate placement of GPe prototypic neurons during development.

The GPe is comprised of two principle neuronal populations. One population are the arkypallidal cells that are primarily generated in the lateral ganglionic eminence and project back to the striatum. The second population are prototypic cells that are primarily MGE-derived and project mainly to the STN^2,5,40,44^. Recent work describes seven distinct classes of GPe neurons^81^. Among these classes, four are PV + prototypic cohorts, each with different, non-overlapping molecular marker expression and electrophysiological characteristics. Our analysis of St18 (−/−) and *St18* cKO reveal a specific and significant loss of PV + prototypic neurons accompanied by loss of Nkx2-1, Er81, and tdTomato+ cells. We also observe a proportional reduction in fate-mapped synaptic innervation of the STN. Notably, we do not observe a complete loss of GPe prototypic neurons in *St18* mutants, leading us to hypothesize that *St18* is required for the specification of a subset of prototypic neurons and indicates that further work is required to parse the developmental origins of GPe cell types.

Two recent studies examined the dynamic process of MGE neurogenesis by scRNA-seq^10,11^. They find that MGE progenitors share similar gene expression patterns and then rapidly diversify as they transition out of the cell cycle. Indeed, *St18* was identified as a marker gene for an MGE progenitor pool during this process of diversification^11^. However, shortly after MGE neurons are specified, they migrate extensively throughout the brain, making it a difficult task to link developmental gene expression with mature neuronal identity. In our scRNAseq analysis, we find a number of St18-expressing progenitor populations (progenitor clusters 0, 4, 7, 11, and 12; Figure S10b). However, we find that loss of *St18* does not largely affect the relative proportion of MGE progenitors. Instead, we observe sizable alterations in neuronal output, namely the loss of neuron cluster 4 and an expansion of neuron clusters 2 and 5. It is notable, however, that none of the affected neuronal clusters express St18 at high levels. This leads us to hypothesize that *St18* likely exerts its effect on cell identity in progenitors cells as they exit the cell cycle and begin to adopt neuronal identity. This has parallels with the transcription factor that defines MGE identity, Nkx2-1, which continues to influence cell fate up until cell cycle exit in a similar manner^7^.

We note that the specificity of the scRNA-seq phenotype mirrors the specific loss of GPe prototypic neurons in the *St18* mutant. Along this line, it is appealing to speculate that the identity of neuron cluster 4, which is strongly diminished in *St18* (−/−), are nascent GPe prototypic neurons. In support of this, we find that cluster 4 neurons are enriched in expression for *Nkx2-1*, whose sustained expression is found in subcortical MGE populations including GPe prototypic neurons^1,5^. We also detect higher levels of *Rnd2* in cluster 4, which is associated with radial migration^82^. Given the close proximity of the MGE progenitor domain to the final location of the GPe, it is likely that immature GPe neurons migrate via radial versus tangential migration. In contrast, neuron clusters 2 and 5, which are expanded in *St18* (−/−), exhibit higher levels of *APC*, which is associated with tangential migration in cortical interneurons^83^. Indeed, we find numerous genes in clusters 2 and 5 that are reminiscent of cortical interneurons and express markers that indicate that they are nascent PV + cortical interneurons: *Mef2C*^50^ and *Ccdn2*^84^. Thus, in the *St18* (−/−) MGE, we find selective alterations in three PV + neuronal populations; given the reduction of cluster 4, accompanied by the expansions of cluster 2 and 5, we hypothesize that the 3 PV + populations share a common lineal origin that is demarcated by the presence or absence of St18 expression at the progenitor cell stage.

While in *St18* (−/−) we observe robust expansions of neuron clusters 2 and 5, and similarly sharp reduction in neuron cluster 4 in our scRNA-seq analysis, it stands in contrast to the relatively moderate (~35%) reduction in GPe prototypic neurons in *St18* mutants and the lack of an expanded cortical interneuron population. We hypothesize that selective survival and cell death helps normalize cell numbers postnatally, and accounts for the blunted impact observed in adult mutant animals. Certainly, with cortical interneurons, a number of studies demonstrate that their cell numbers are under exquisite regulation^85–88^. It is conceivable that GPe neuronal numbers are similarly self-correcting, but since too few GPe prototypic neurons are produced in the St18 (−/−), selective survival alone is insufficient to bring cell numbers up to appropriate levels.

Very little is known about the molecular regulation of migration and axonal morphogenesis in neurons. To identify factors downstream of *St18* that regulate these two properties of projection neuron identity, we examined gene expression in *St18* (−/−) and wild-type MGE in vivo and cross-referenced with N/D versus N/D/S neuron gene expression in vitro. 

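The Cbx7 difference in the bulk RNA-seq of N/D and N/D/S neurons was recomputed with each library left out in turn. Without the library labelled N/D replicate 1, in which Cbx7 was listed at 0, the log2 fold change of N/D/S over N/D was 0.33. Leaving out the library labelled N/D/S replicate 1, which had the highest Cbx7 TPM, gave 1.13. The value was 4.26 without N/D/S replicate 2 and 5.06 without N/D replicate 2, where Cbx7 is listed at 0 in the N/D library that is left and the pseudocount sets the value. No p is given for these values, since each leaves a line with a single library. Cbx7 ranked 1453 by log2 fold change towards N/D/S without N/D replicate 1 and 2388 without N/D/S replicate 1, and it ranked 2 without N/D/S replicate 2 and 329 without N/D replicate 2. The direction was towards the libraries labelled N/D/S each time, although St18 did not separate those libraries from the ones labelled N/D.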

Through this process, we identified Cbx7, which is strongly enriched in N/D/S neurons and whose gene targets are expressed at aberrant levels in St18(−/−) MGE neurons. Cbx7 (chromobox 7) is a component of the Polycomb repressor complex 1 (PRC1). 

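Other chromobox genes of PRC1 were measured in the same libraries of N/D and N/D/S neurons. In the library labelled N/D replicate 1, Cbx8 was listed at 0 and Cbx2 had 0.02 TPM. In N/D replicate 2, Cbx8 had 21.4 TPM and Cbx2 12.6 TPM. The libraries labelled N/D/S had 26.4 and 14.4 TPM of Cbx8 and 20.5 and 11.4 TPM of Cbx2, in replicate order. The log2 fold change of N/D/S over N/D was 2.12 for Cbx8 (standard error 1.55) and 2.13 for Cbx2 (standard error 1.40). Within replicate 2, both were lower in the library labelled N/D/S, with log2 differences of −0.54 and −0.14. Without the library labelled N/D replicate 1 the direction changed for Cbx8, to −0.13, while Cbx2 stayed at 0.26. Cbx6 had 14.4 and 7.95 TPM in the libraries labelled N/D/S and 39.7 and 20.0 TPM in those labelled N/D, a log2 fold change of −1.32 (standard error 1.01). It was lower in N/D/S within both replicate numbers, with log2 differences of −1.40 and −1.23. With replicate number as a block, the standard error was 1.58 for Cbx8, 1.5 for Cbx2 and 1.26 for Cbx6. For each of these 3 genes the adjusted p from limma with Benjamini-Hochberg adjustment was 1, with or without the block. Among other PRC1 subunits, Rnf2 had 141.5 and 40.1 TPM in N/D/S and 23.4 and 109.4 TPM in N/D, and Ring1 had 16.1 and 21.0 TPM in N/D/S and 4.14 and 22.3 TPM in N/D. These directions rest on the labels, by which St18 did not separate the libraries.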

In this complex, it is involved both in early neural differentiation and post-mitotic neurite extension^59^. Cbx7 is also well-characterized in cancer. Mutations in *Cbx7* are correlated with increased glioblastoma multiforme tumor invasiveness^89,90^. Restriction of migration is thought to be mediated by Cbx7 interaction with Wnt/b-catenin^91^ and the YAP-TAZ pathway^92^. Thus, the elevated levels of Cbx7 observed in decreased cancer metastasis are consistent with our findings that N/D/S neurons express higher levels of Cbx7 and migrate shorter distances.

We made use of a pharmacological inhibitor of Cbx7, MS351, that blocks Cbx7/PRC1-mediated H3K27Me3 transcriptional repression^61^ and found that it resulted in conversion of N/D/S such that they migrate like N/D neurons, while leaving St18-mediated morphology intact. Indeed, we also observed that MS351 administration exerted the same effect on the migratory properties of bona fide MGE neurons in an explant migratory assay. These results raise the intriguing possibility that projection neuron cell identity is adopted in a piece-wise fashion, with migration and morphology being managed by separate transcriptional cascades. If so, this has parallels to what has been termed terminal selector genes in *C. elegans* and *Drosphila*. Terminal selectors are generally post-mitotic transcription factors responsible for directing or maintaining lineage characteristics^93^. For instance, mec-3 directs touch receptor identity in *C. elegans*^94^. In *Drosophila*, Apterous and Islet regulate morphological and physiological features^95,96^. Indeed, some MGE genes such as *Tsc1* that regulates cortical interneuron intrinsic physiology^97^ also regulates specific aspects of interneuron identity. Our results suggest that *St18* and *Cbx7* may function in a similar arrangement, where the former sits atop a genetic hierarchy to direct cell fate while the latter governs gene repression that regulates the migratory portion of projection neuron identity. If this proves to be true, there may also be additional selector-like factors that govern projection neuron morphology and other aspects of GPe prototypic identity. Further work will be required to elucidate whether such an arrangement exists and whether this is a general organizing principle that regulates the cellular properties of other neuronal lineages arising from the MGE and perhaps throughout the brain.

## Methods

### Derivation of N/D and N/D/S lines

We derived a mouse parental ES cell line from a Dlx6a^Cre^ (Jackson Laboratory Stock No. 008199); Ai9 (Jackson Laboratory Stock No. 007909) e3.5 pre-implantation male embryo using previously described methods^98^. To this parental line, we stably transfected 2 transgenes, Nestin-Nkx2-1-IRES-tTA^2^S and either TRE-Dlx2 (N/D) or TRE-Dlx2-St18 (N/D/S), as previously described^31^. Briefly, constructs were linearized and introduced into low-passage parental ES cells on a Nucleofector (Lonza) using the mouse ES cell nucleofection kit (Lonza) using protocol “A24”. Cells were plated at 1:20 density on gelatinized 10 cm plates and grown in ES cell media for 48 h. After this time, hygromycin was added to the media for clone selection. Following 1 week of drug selection, ES cell colonies were clonally selected and expanded on gelatinized 96-well plates and expanded to two plates. One plate was cryopreserved at −80 °C while the other was used for genotyping. Clones were screened by PCR for presence of transgenes. Clones were then expanded and differentiated to screen transgene function before use in experiments. ES cell cultures were maintained and screened using standard practices and protocols^99^ and routinely tested for mycoplasma.

### Specification of ESCs into MGE progenitors

Differentiation of ES cells to become MGE lineage neurons was adapted from protocols previously described^31,34^. Briefly, ES cell cultures were maintained for two passages on 0.1% gelatin (Millipore) using modified Dulbecco’s Modified Eagle Medium (Gibco), 15% heat-inactivated FBS (HyClone), 1x Modified Eagle Medium Non-Essential Amino Acids (Gibco), 1x Sodium Pyruvate (Gibco), and 1x Glutamax (Gibco), 10 µM beta-mercaptoethanol (Fisher Scientific), and 10^4^ U/mL ESGRO LIF (Sigma Millipore). N/D and N/D/S line ESCs were dislodged with 0.025% trypsin/1% EDTA (Gibco), dissociated, and suspended at a density of 50,000 cells/well in a non-TC-treated 24-well plate in 800 µL of pre-mixed differentiation media (Glasgow’s Modified Eagle Medium [Gibco], 1x PenStrep [Gibco], 1x Modified Eagle Medium Non-Essential Amino Acids [Gibco], 1x Sodium Pyruvate [Gibco], and 1x Glutamax [Gibco], 10 µM beta-mercaptoethanol [Gibco], and 4% Knockout Serum Replacement [Gibco]) as described previously^31^. Briefly, cells were neuralized and directed toward telencephalic identity with Wnt-inhibitor XAV-939 (Tocris, 0.1 µM) from days 0–4. Sonic hedgehog agonist (SAG [Tocris], 1 µM) is added to ventralize telencephalic EBs from days 4–6. From day 6 onwards, on SAG is present in the medium until EB differentiation is complete on day 12. Media changes occurred on days 4, 6, and 9 during the protocol, and free-floating embryoid bodies (EBs) containing differentiating neurons form spontaneously during the course of the protocol.

### Embryoid body fixation and histology

Embryoid bodies (EBs) from two rows of a 24-well plate were gathered in a 15 mL conical tube and spun down at 200 × *g* for 2 min, rinsed with PBS and re-spun. EBs were then re-suspended in 1 mL of 4% PFA and incubated for 30 min at room temperature. Post-fixation, EBs were rinsed in PBS and re-suspend in 10% sucrose solution in PBS and incubated for 30 min, then re-suspended in 30% sucrose solution in PBS and incubated for an additional 30 min. Using a P200 wide bore pipette tip, EBs were removed from the tube and placed in the base of a plastic cryomold (Fisher Scientific). Sucrose solution is removed carefully with both a pipette and the folded edge of a Kimwipe until EBs were as dry as possible at the base of the mold. Tissue-Tek OCT (Sakura) is added to the mold and placed on dry ice for flash freezing and then stored at −30 °C. Cryosectioning was performed on a Leica cryostat at a thickness of 15 µm. Sections were permeabilized using a 0.01% Triton X-100 in PBS and blocked overnight with a 5% normal donkey serum (NDS)/PBS solution. Primary antibodies for V5 (Invitrogen Cat. R960-25, 1:200) and St18 (1:1000) were incubated in 5% NDS/PBS overnight at 4 °C and secondary antibodies (Jackson Immunoresearch, 1:1000) diluted in 0.01% Triton X-100/PBS for 2 h at room temperature. Sections were cover slipped with Fluoromount-G (Southern Biotech) and stored at 4 °C prior to imaging with Zeiss epifluourescent microscope at ×200.

### Animals

The conditional *St18* allele was generated by introducing flanking LoxP sites to exons 9 and 10 of *St18*^33^. Cre-mediated recombination causes a frame shift in the coding region and a premature stop codon, resulting in the production of a truncated N-terminal fragment. Using an antibody that recognizes the N-terminus of St18, no signal is detected, likely due to a combination of nonsense-mediated mRNA decay and peptide instability^29^. The *St18*^fl/fl^ mouse is on a mixed C57Bl/6-ICR background. To generate the *St18* null, we crossed *St18*^fl/fl^ with a germline Cre driver (E2a-Cre Jackson Laboratory Stock No. 003314) Experimental null animals were generated from *St18* heterozygote breeders, and wild-type littermates were used as controls. For *St18* conditional knockout (cKO) experiments, the *St18*^fl/fl^ was crossed to an MGE-specific Cre driver (*Nkx2-1*^Cre^ Jackson Laboratory Stock No. 008661) along with the conditional tdTomato reporter (Ai9 Jackson Laboratory Stock No. 007909) or a synaptophysin tagged fate-mapping allele (Ai34 Jackson Laboratory Stock No. 012570) for forward fate-mapping of the *Nkx2-1* lineage. *St18*^fl/+^ breeders were used for *St18* cKO experiments to generate *St18* cKO and heterozygote littermate controls. Using this strategy, we generated St18 cKO mice, St18 WT littermates, and St18 het littermates. A posthoc ANOVA analysis revealed that St18 het cKO animals were statistically the same as WT cKO. We therefore grouped the 2 together as controls for conditional IHC experiments. All animal experiments were conducted in compliance with and pre-approval from Columbia University’s Institutional Animal Care and Use Committee.

### 2D culture and morphometric analysis of ESC derived differentiated neurons

Mouse cortical feeders were prepared from P0-P4 wild-type Swiss-Webster mice. Briefly, cortices were micro-dissected into chilled Hibernate A media (Hibernate A[Gibco], 1% Pen/Strep [Gibco]). 1 mL of a Papain solution of approximately 20 Units/mL was prepared with Hibernate A dissection media and ~1000 units of DNAseI and added to dissected tissue. Cortical tissue is agitated at 37 °C for 15 min. Papain is quenched with 3 mL Hibernate A, after which cortical tissue is triturated with a P1000 pipette tip until fully dissociated (8–10 times). Cells were counted, spun at 200 × *g* for 5 min, and re-suspended in modified Neurobasal A to a concentration of 6 × 10^7^ viable cells per mL, and 50 µL cell suspensions were plated per well. In parallel, EBs were dissociated in 1 mL Papain solution for 15 min, 37 °C with agitation. Cells were then diluted approximately 1/1000 in modified Neurobasal A media in order for labeled cells to be plated at low density for single-cell morphological analysis. The EB/cortical feeder mix is plated onto m 24-well optical plastic tissue culture plates (Ibidi) pretreated with 20 µg/mL poly-D lysine and rinsed thoroughly with sterile water. Neuronal cultures were maintained in a modified Neurobasal A media (500 mL Neurobasal A [Gibco], 0.01 M HEPES [Gibco], 1% PenStrep [Gibco], 1X B27 supplement [Gibco] is added on the day of use). Media is changed on the first day following plating, and every other day subsequent to that before cultures were fixed with 4% PFA in PBS after 12 days of culture. Whole wells were imaged at ×100 magnification using a Zeiss Apotome tiling microscope. Whole neuronal morphologies were traced using the Neuro-Anatomy Simple Neurite Tracing plugin in ImageJ^100^. Morphometric and Sholl analysis were performed on the traces using Neuro-Anatomy plugin (ImageJ). Sholl analysis is performed at a standard radius of 10 mm^101^.

### In vitro migration assay

Individual differentiation day 12 N/D and N/D/S EBs were placed into the center of a 24-well optical plastic tissue culture plates (Ibidi), using a wide-bore P200 pipette tip. Media was gently removed before EBs were suspended in Matrigel (Corning) droplets (50–100 µL) using pre-chilled P1000 pipette tips. EB/droplets were incubated for 30 min at 37 °C. Following incubation, solidified Matrigel droplets containing EBs were suspended in Neurobasal media and cultured for four days until fixation using 4% PFA in PBS. Whole EBs were imaged at ×200 using a Zeiss confocal microscope. Migration distance is analyzed using straight line tool in ImageJ, measuring the distance a cell traveled perpendicular to the edge of the EB.

### RNA preparation and sequencing

Day 12 N/D and N/D/S EBs were collected into a 15 mL conical tube and spun down at 200 × *g* for 5 min. EBs were rinsed with PBS and then suspended in 500 µL 1X AccuMax (Gibco) enzyme solution with 10 Units DNAaseI (Thermo) and incubated for 15 min at 37 °C. The enzyme was quenched with 5 mL HEPES buffered saline and triturated to a single-cell suspension using a P1000 pipette tip. Cells were spun at 300 × *g* for 3 min and re-suspended the pellet in 500 µL HEPES buffered saline. The suspension was filtered with a 70 µm cell strainer for flow cytometry. tdTomato+ cells were sorted (BD Influx System) directly into Trizol. RNA was purified using an RNA miniprep kit (Zymo) and measured with a Bioanalyzer (Agilent) to ensure an RIN score of 7 or greater. mRNA was enriched using a standard poly-A pull-down prior to library construction with Illumina TruSeq chemistry. The library is sequenced using Illumina NovaSeq 6000 at the Columbia Genome Center. Samples were multiplexed in each lane with yields of paired-end 100 bp reads per sample. RTA (Illumina) was used for base calling and bcl2fastq2 (version 2.20) for fastq format conversion. A pseudoalignment was performed to a kallisto index created from the mouse transcriptome using kallisto (0.44.0). We tested for differentially expressed genes using Sleuth, an R package designed for differential gene analysis from kallisto abundance files.

### Single-cell RNA sequencing sample preparation

e14.5 embryos generated from a cross of *St18*^+/−^ x *St18*^+/−^ parents. Embryos were collected and MGE was micro-dissected into chilled Hibernate A solution. During the dissection, embryo DNA was obtained using the HOTSHOT protocol^102^ to allow for rapid PCR genotyping. *St18* null and WT MGE were pooled and dissociated separately. Samples were submitted to the Sulzberger Genome Center Single Cell Core at the Columbia University Medical Center for library construction using 10X Genomics chemistry. Sequencing is run on a 10X Genomics platform, and analysis was performed on 10X Genomics’ Cellranger software version 5.0.1.

### Single-cell RNA sequencing data analysis

After alignment and quantification with Cellranger, cells were filtered based on the following criteria: cells with fewer than 200 unique genes detected, or cells with more than 10% of reads mapping to the mitochondrial genome were excluded from further analysis. After QC, all cells from all experiments were aggregated and clustered using the Seurat package in R, with default parameters, except the following: cell cycle differences among dividing cells were regressed and removed^11^, and clustering was performed on the 49 principal components with a *p*-value less than 0.01, as determined by jackstraw resampling, with a resolution of 1.4, based on bootstrapped iterative clustering^103^. After clustering, progenitor and neuronal clusters were identified by plotting the expression of marker genes from^104^. Subsequently, progenitors and neurons were re-clustered separately. Each cluster was then assessed for statistically significant enrichment or depletion in the WT versus *St18* (−/−) groups, using a Fisher’s exact test with Bonferroni correction for multiple comparisons. This identified three neuronal clusters with statistically significant differences between the groups in terms of proportions, with the additional constraints of comprising >5% of the total neuronal population and at least two-fold change in proportions between the groups. Differential gene expression among the clusters was performed using a Wilcoxon rank-sum test in the Seurat package.

### In vivo tissue preparation and histology

For adult histology, P30-P40 animals older were anesthetized using a cocktail of Ketamine and Xylazine and were sacrificed using a trans-cardiac perfusion of PBS followed by 4% PFA/PBS. Following dissection, brains were post fixed for 24 h in 4% PFA/PBS at 4 °C and then mounted in 4% low melt agarose to prep for vibratome sectioning. Brains were sectioned in the coronal plane at a thickness of 50 µm. Sections were collected in series in 96-well U-bottom plates in an anti-freeze solution (1:1:1 PBS, poly-ethylene glycol, and glycerol) for long-term storage at −30 °C. For immunohistochemistry, free-floating sections containing the areas analyzed (globus pallidus pars externa, medial amygdala, hippocampus, and primary auditory and somatosensory cortices) were permeabilized with 0.01%Triton X-100/PBS. Primary antibodies were incubated for three days at 4 °C in 5% NDS/PBS (PV [ImmunoStar Cat. 24428] 1:1000, Npas1 [Gift from the Chan Lab, Northwestern University] 1:1000, FoxP2 [Gift from the Jessel Lab, Columbia University] 1:1000, Er81 [Gift from the Jessel Lab, Columbia University] 1:32,000, SST [Millipore Sigma Cat. MAB354] 1:250, s100β [Millipore Sigma Cat. SAB5600115] 1:1000, Nkx2-1 [Abcam Cat. Ab227652] 1:500), and secondary antibodies (Jackson Immunoresearch). Rat-anti-St18 antibody was produced in the as described previous^33^. Briefly, the N-terminus of St18 (aa 60–298) was fused to a maltose-binding protein to generate a purified immunogen. Strategic Bio-Solutions (Newark, DE) used the immunogen to generate rat polyclonal anti-St18 antibody.

Sections were mounted by paint brush onto SuperFrost Plus slides in Fluoromount G solution for long-term storage. For embryonic histology experiments, e13.5 timed plugs were prepared using *St18* null heterozygous breeders, and pregnant dams were sacrificed using carbon dioxide euthanasia and cervical dislocation prior to embryo dissection. Embryos were immersion fixed in 4% PFA/PBS for 15 min, rinsed with PBS, before overnight cryoprotection in 30% sucrose/PBS solution. Following cryoprotection, embryos were mounted in OCT compound and flash frozen on dry ice and stored at −30 °C prior to sectioning. Cryosectioning was performed on a Leica cryostat at 15 µm thickness, and sections were dried at room temperature for 1 h before freezing at −30 °C. Immunolabeling was performed following a 20 min wash in PBS to remove excess OCT. Primary antibodies were incubated overnight at 4 °C in 5% NDS/PBS (Nkx2-1 [abcam Cat. Ab227652] 1:500, St18, 1:1000, Ki67 [Invitrogen Cat. 14-5698-82] 1:200, Caspase 3 [Novus Cat. 31A1067] 1:500), and secondary antibodies (Jackson Immunoresearch). Sections were cover slipped in Fluoromount G solution for long-term storage.

### Imaging and image analysis

All imaging was performed at ×200 using either a Zeiss scanning confocal microscope or a Zeiss epifluourescent tiling microscope at specific ROIs based on the Allen Brain Institute Reference Atlas. All adult histology (PV, Npas1, Nkx2-1, Er81, FoxP2, SST, and s100β) and tdTomato analysis was performed following imaging with the Zeiss epifluourescent scope at ×200, and representative images for figures were taken with the Zeiss confocal microscope at ×200. Image analysis was performed blind using the Blind Analysis Tool in ImageJ. Images were post-processed using combination of custom ImageJ macros for maximum z-projection, background subtraction (rolling ball radius = 20 microns), brightness and contrast adjustments, thresholding, and particle analysis for semi-automated cell and object counting. All embryonic histology (Nkx2-1, Ki67, Casp3, and St18) was performed following imaging with the Zeiss epifluourescent scope at ×200, and representative images for figures were taken with the Zeiss confocal microscope at ×200. Image analysis was performed blind as with adult tissue. Images were post-processed using a combination of custom ImageJ macros for maximum z-projection, background subtraction (rolling ball radius = 5 microns), brightness and contrast adjustments, thresholding, and particle analysis for semi-automated cell and object counting.

Axonal innvervation was assayed in Ai9 animals by measuring the area of the tdT+ STN signal, delineated as described above, normalized to the total area of the STN measured. The STN was defined in coronal sections between the posterior end of the globus pallidus pars externa (GPe) and the anterior end of the substantia nigra pars reticulata (SNr) dorsal-medial to the cerebral peduncle (cpd), lateral from the lateral hypothalamic area (LHA) and ventral to the zona incerta (ZI) in a clearly delineated area of tdT+ signal.

All Ai34 synaptic puncta image analysis were performed following imaging at ×200 on a Zeiss confocal microscope. Images were post-processed using a combination of custom ImageJ macros for Z-stack slic3e selection, background subtraction (rolling ball radius = 2 microns), brightness and contrast adjustments, thresholding. Synaptic puncta were quantified by particle analysis for semi-automated object counting (ImageJ). All imaging cell counts were normalized to the area of the section being counted.

### MS351 treatment

MS351^61^ [BOC Sciences CAS 472984-79-5]) was reconstituted to a 3 M stock concentration in a solution of 50% water and 50% DMSO (Sigma) per manufacturer specifications. Throughout the entire EB differentiation as well as during the migration assay, or when grown in monolayer cultures, the stock MS351 solution was diluted to 1 mM or we added an equivalent volume of 50% water/50% DMSO as a control. To verify MS351 efficacy on N/D/S cells, MS351 or vehicle-treated day 12 N/D/S EBs were gathered and spun at 300 × *g* to form pellet, washed with 1x PBS, and re-spun at 300 × *g*. We then suspended pellet in Trizol (Invitrogen Cat. 15596026) and lysed the cells with vigorous trituration and incubated the cells for 5 min at room temperature. We then added 200 µL of chloroform (Sigma) and vortexed the lysed cells for 15 s before incubating the cells at room temperature for another 3 min. Next, the cells were spun at 10,000 × *g*, and we removed the clear, aqueous phase from the Trizol reagent and proceeded with RNA mini-prep using the RNeasy Micro Kit (Qiagen Cat. 74004). We next took eluted RNA and proceeded with reverse transcription to create cDNA libraries for RT PCR. Briefly, we add 200 ng of eluted RNA to a mix of water, 1 mM dNTP Solution Mix (New England Biosciences Cat. N0447L), and 5 µM Oligo(dT)20 Primer (Invitrogen Cat. 18418020) and incubated at 65 °C for 5 min. Next, the mixture is cooled on ice for 1 min before adding reagents for reverse transcription from the SuperScript III Reverse Transcriptase Kit (Invitrogen Cat. 18080093) along with 1 unit of RNaseOUT Recombinant RNase Inhibitor (Invitrogen Cat. 10777019) and 1 mM MgCl_2_ (Thermo Fisher Scientific Cat. R0971). This mixture was then incubated at 50 °C for 50 min before being inactivated at 85 °C for 5 min, completing cDNA synthesis. We used the following primer sequences for p16^INK4a^ (also known as Cdkn2A) (Fwd: CAACGACCGAATAGTTACG Rvs: CAGCTCCTCAGCCAGGTC) GAPDH (Fwd: GAGTCCACTGGCGTCTTC Rvs: GGGGTGCTAAGCAGTTGGT) for amplification of 100 ng of cDNA template from N/D/S cells either treated with MS351 or vehicle using Power SYBR Green Master Mix (Thermo Fisher Scientific Cat. 4368577) qRT PCR protocol^62^. qRT PCR reaction was run on a QuantStudio(TM) 7 Flex System in a 96-well format with associated software performing analysis (Applied Biosystems Cat. 4485701).

### RNAscope

e13.5 timed plugs were dissected and immersion fixed with 4% PFA/PBS for 15 min and rinsed with PBS before overnight cryoprotection in 30% sucrose/PBS solution. Following cryoprotection, embryos were mounted in OCT compound and flash frozen on dry ice and stored at −30 °C prior to sectioning. Cryosectioning was performed on a Leica cryostat at 15 µm thickness in the coronal plane, and sections were dried at room temperature for 1 h before storage at −30 °C. The RNAscope assay for fixed-frozen tissue was performed on the sections using the ACD RNAscope Fluorescent Multiplex Reagent Kit (ACD, Cat. 320293) and a catalog probe for St18 transcript (Cat. 443271). Sections were imaged on a Zeiss confocal microscope at ×200.

### MGE explant migration assay

Nkx2.1^Cre^, Ai9 double homozygote male studs were crossed to female breeders to generate timed pregnancies, day of vaginal plug was considered e0.5. Heterozygous embryos were collected at e12.5, TdT fluorescence confirmed, and MGEs were dissected in ice-cold PBS and placed into the center of a black 96-well optical bottom plastic tissue culture plates (Ibidi). Excess PBS was gently removed before well and MGE explants were coated with 200ul of Matrigel (Corning) droplets diluted 1:1 in Neurobasal (NB) media (Gibco 12348-017) supplemented with B27 and penstrep antibiotic (NB/B27 media) using pre-chilled P1000 pipette tips. Explants were incubated for 30 min at 37 °C. Wells were then covered with NB/B27 media (with or without MS357 (BOC Sciences 472984-79-5) at 1 nM concentration) and cultured with daily media changes for 4 days until fixation in 4% PFA in PBS for 10 min. Explants were stained with DAPI (1:1000) for 5 min and coated with Aqua-Poly/Mount (Polysciences 18606). Entire well was imaged at ×40 magnification on a Zeiss Apotome 2 using Zen Blue software.

### Migration assay quantification

Individual tiles of CZI tiled images (300 tiles/image) were batch exported as OME TIFFs and z stacks were then merged into a single, focused composite image using the Extended depth of field ImageJ plugin^105^. Resulting images were then converted to h5 format for pixel classification using ilastik v1.3.3^106^. Ilastik pixel classifier was trained to distinguish TdT/DAPI double-positive nuclei from background on 30 selected tile images encompassing a range explant image regions with high accuracy. After training, all prepared images from explant wells were batch analyzed using ilastik pixel classifier and predictions were exported as simple segmented image. Segmented prediction files were re-stitched based on tiling information extracted from initial czi file using ImageJ stitching plugin^107^ and overlayed with original image to check for accuracy. Locations of ilastik predicted nuclei in the stitched segmented images were then identified using ImageJ analyze particles functionality, with a size threshold of 5 to reduce non-cellular particles. X,Y (X1,Y1) coordinates of identified nuclei were then exported and their distance from explant edge was calculated by a simple Euclidian distance formula (SQRT((X1−X2)^2 ^+ (Y1−Y2)^2^)) from center of explant minus the radius of the explant. X,Y coordinate of the explant center (X2,Y2) and perimeter were calculated using ImageJ trace tool. Five explants were generated per condition, some were dislodged during the protocol, leaving 3 control explants and 4 treated explants. 25,962 and 33,403 total objects counted from control and treated explants with an average of 8654 and 8350 objects per explant, respectively, in each condition. Distance migrated was plotted using GraphPad prism and Kolmogorov–Smirnov test performed for statistical significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

In addition, scRNA-seq and bulk RNA-seq datasets are available from NCBI GEO under Accession Numbers GSE181349 and GSE180825. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: St18 specifies globus pallidus projection neuron identity in MGE lineage
**Source:** Nat Commun. 2022 Dec 14;13:7735. doi: 10.1038/s41467-022-35518-5
**Supplement:** Supplementary file 1 — Supplementary Information

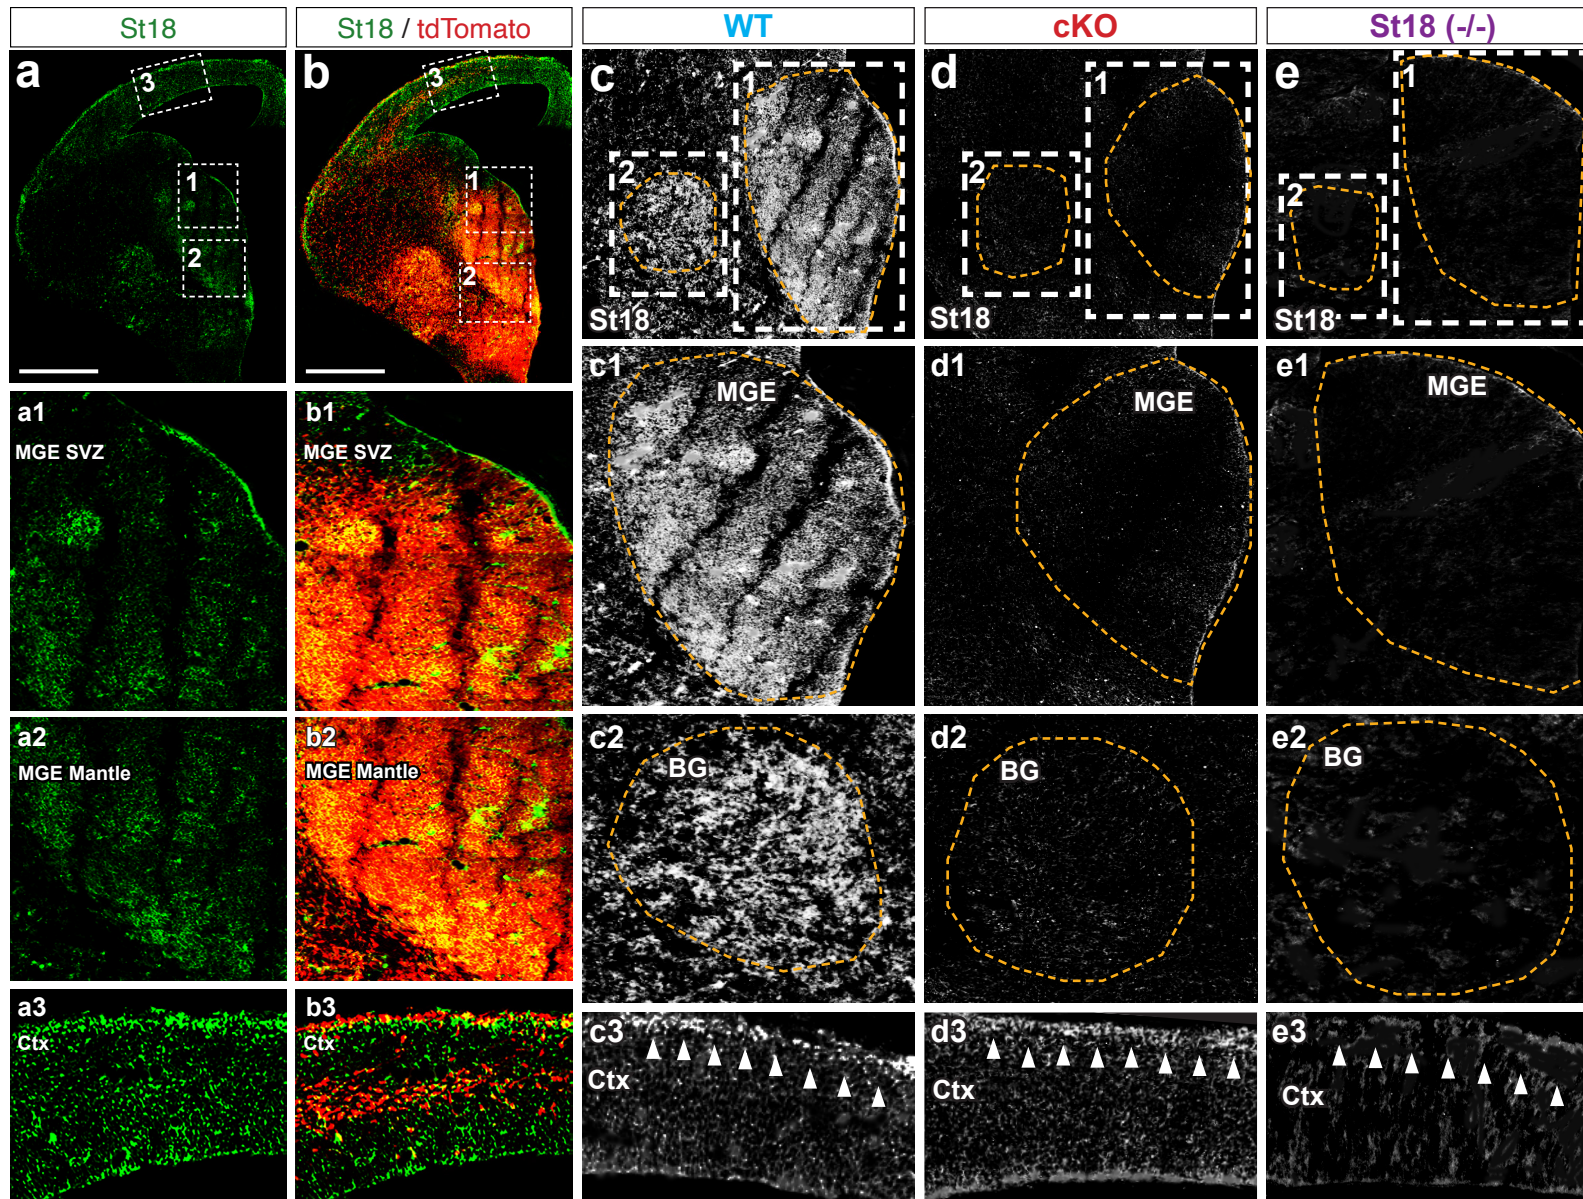

**Figure S1. Validation of *St18* antibody in *WT*, *St18 cKO*, and *St18 (-/-)*.** E13.5 embryonic MGE. (a) *WT* E13.5 MGE immunolabelled with *St18* antibody. Insets indicate MGE (1) and GP (2). CP (3) shown below with arrowheads indicating location of *St18* labelling. (b) *St18 cKO* E13.5 MGE immunolabelled with *St18*. Subsets are the same as (a). (c) *St18 (-/-)* E13.5 MGE immunolabelled with *St18*. Subsets are the same as (A). Immunohistochemistry repeated across 3 biological replicates. Scale bar represents 500 microns.

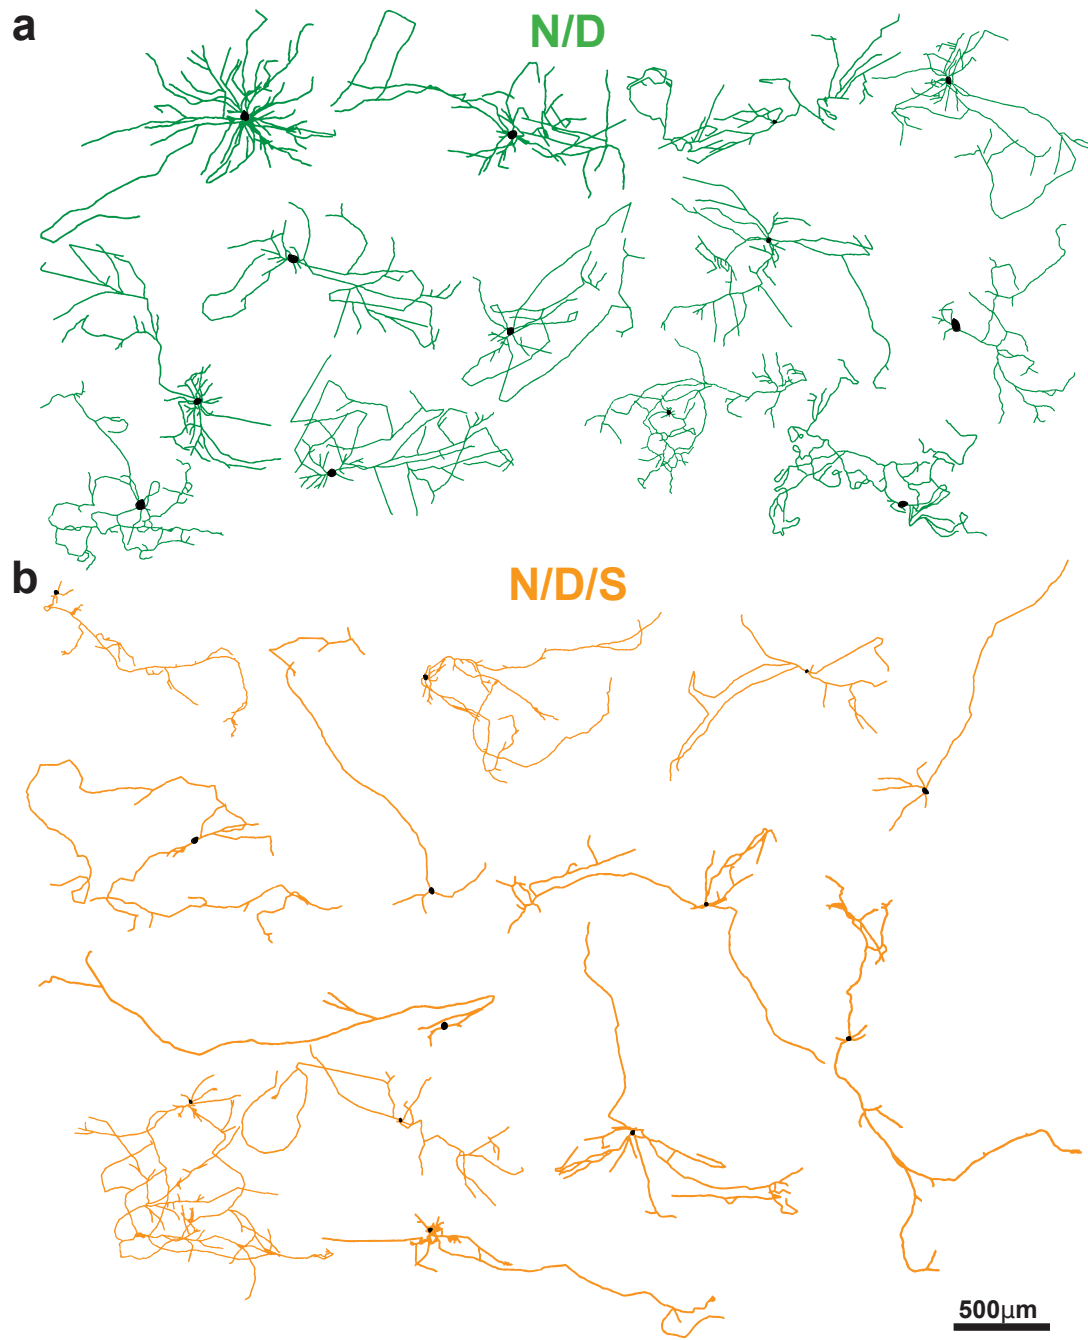

**Figure S2. Additional morphological reconstructions of *N/D* and *N/D/S* neurons.** Additional 2D tracings of ES-derived MGE neurons cultured in isolation on unlabeled cortical feeders. (a) *N/D* neurons in green. (b) *N/D/S* neurons in orange.

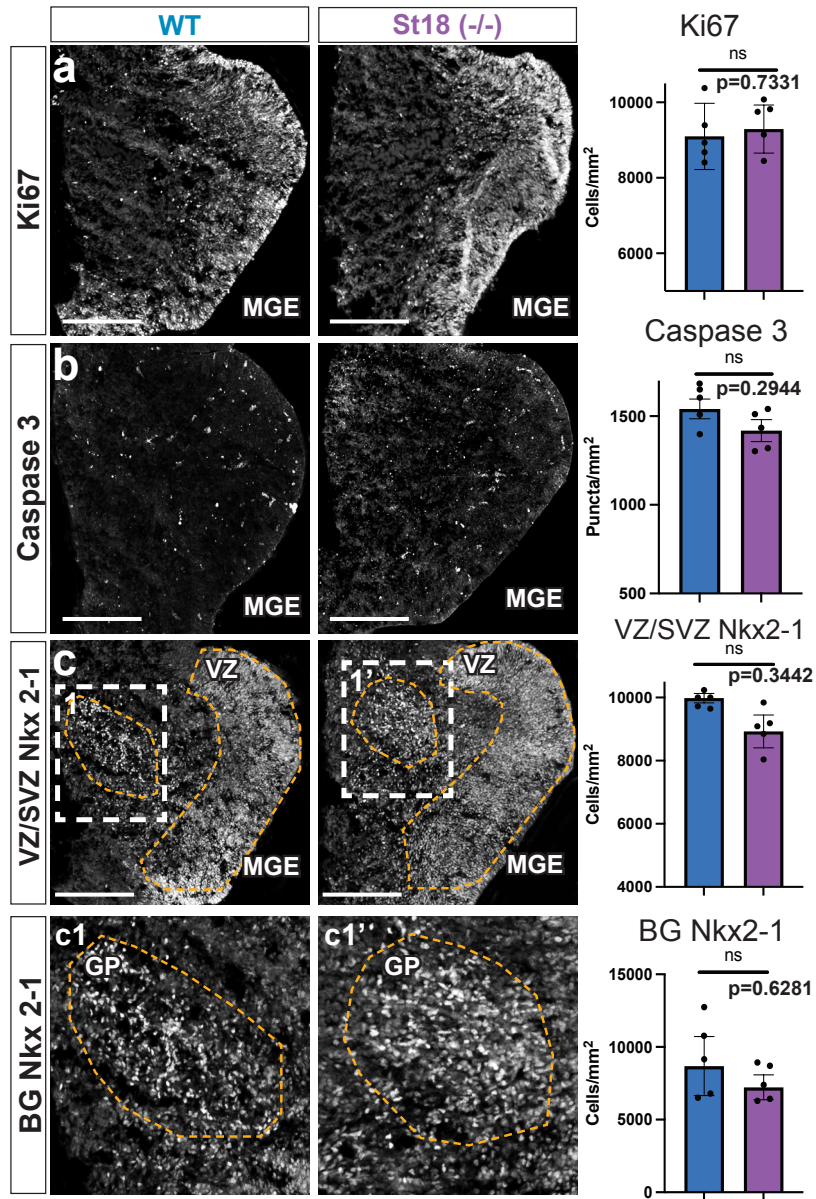

**Figure S3. Whole animal *St18* KO does not affect MGE proliferation, cell-death, nor MGE lineage specification at E13.5.** (a) WT and *St18* (-/-) E13.5 MGE with immunolabelled Ki67 (Unpaired t-test). (b) WT and *St18* (-/-) E13.5 MGE with immunolabelled Casp3 (Unpaired t-test). (c) WT and *St18* (-/-) E13.5 MGE with immunolabelled Nkx2-1. VZ is outlined in orange. Inset shows higher-powered imaged BG (Unpaired t-test). All datasets represent N=5 per genotype. Data are presented as mean +/- SEM. Source data are provided as a Source Data file. Scale bar represents 250 microns.

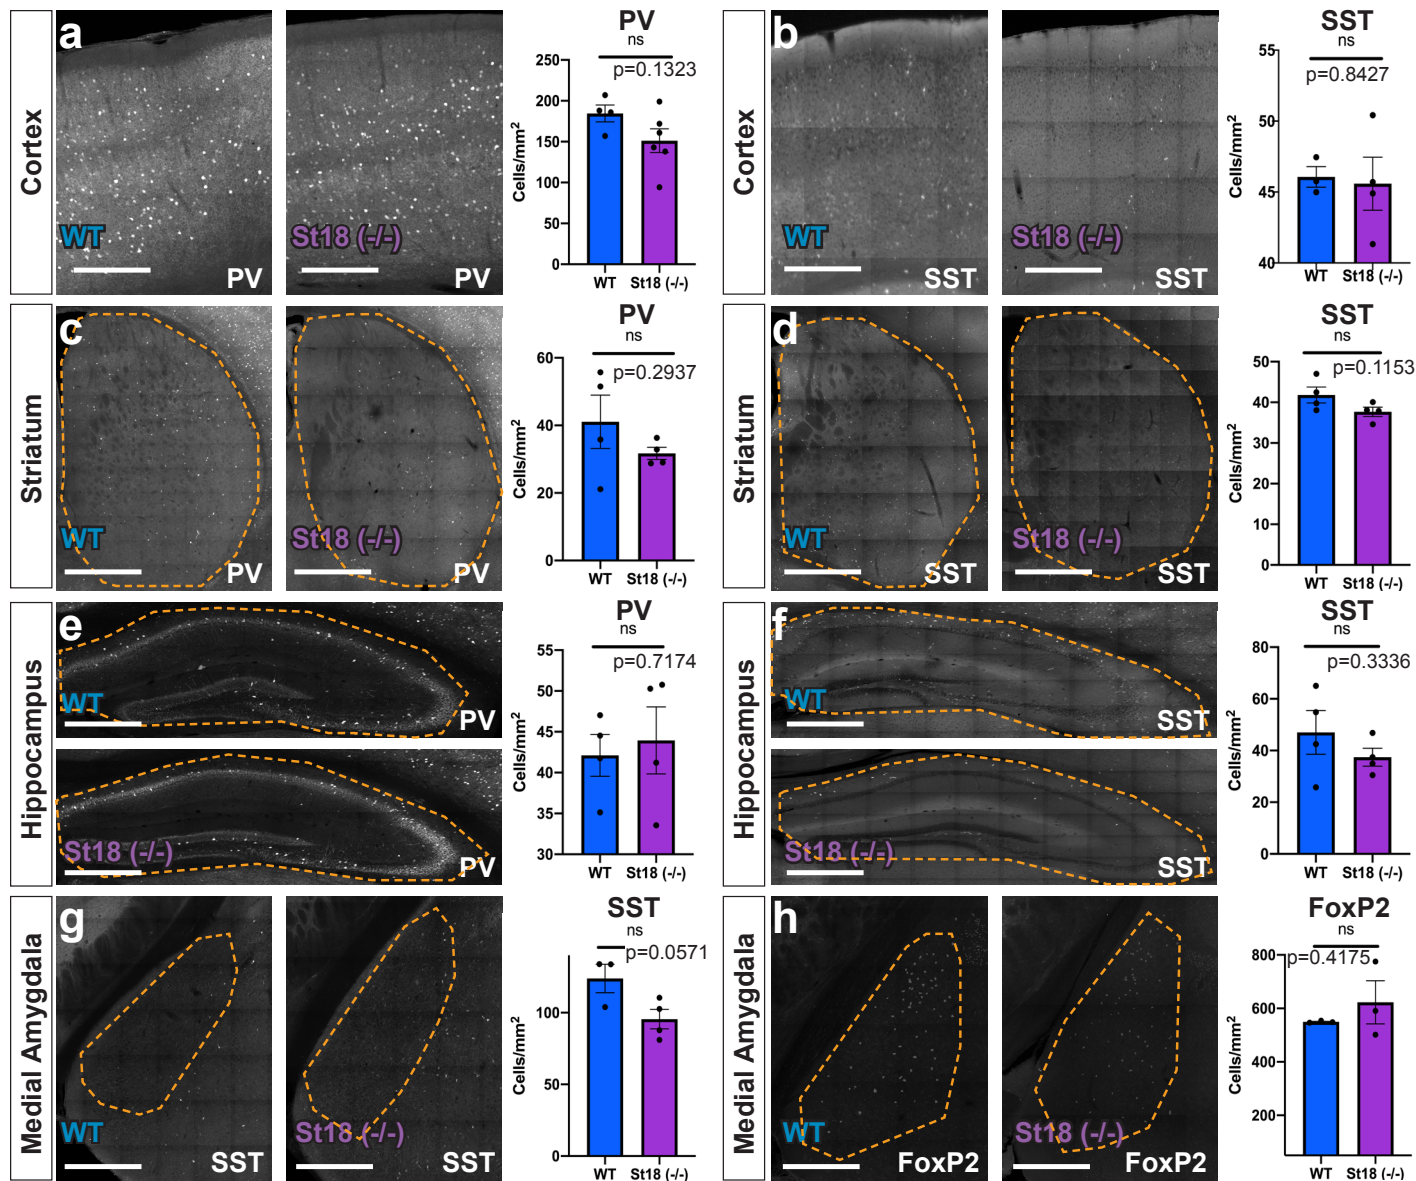

**Figure S4. Whole animal *St18* KO does not affect MGE lineages of the cortex, striatum, hippocampus, and MeA.** Quantification of (a) PV+ (N= 4 WT and 6 *St18* (-/-)) and (b) SST+ (N= 3 WT and 4 *St18* (-/-)) neurons in the cortex. Quantification of (c) PV+ (N= 4 WT and 4 *St18* (-/-)) and (d) SST+ (N= 4 WT and 4 *St18* (-/-)) neurons in the striatum. Quantification of (e) PV+ (N= 4 WT and 4 *St18* (-/-)) and (f) SST+ (N= 4 WT and 4 *St18* (-/-)) neurons in the hippocampus. Quantification of (g) SST+ (N= 3 WT and 4 *St18* (-/-)) and (h) FoxP2+ (N= 3 WT and *St18* (-/-)) neurons in the MeA. All data assessed by Unpaired t-test. Data are presented as mean +/- SEM. Source data are provided as a Source Data file.

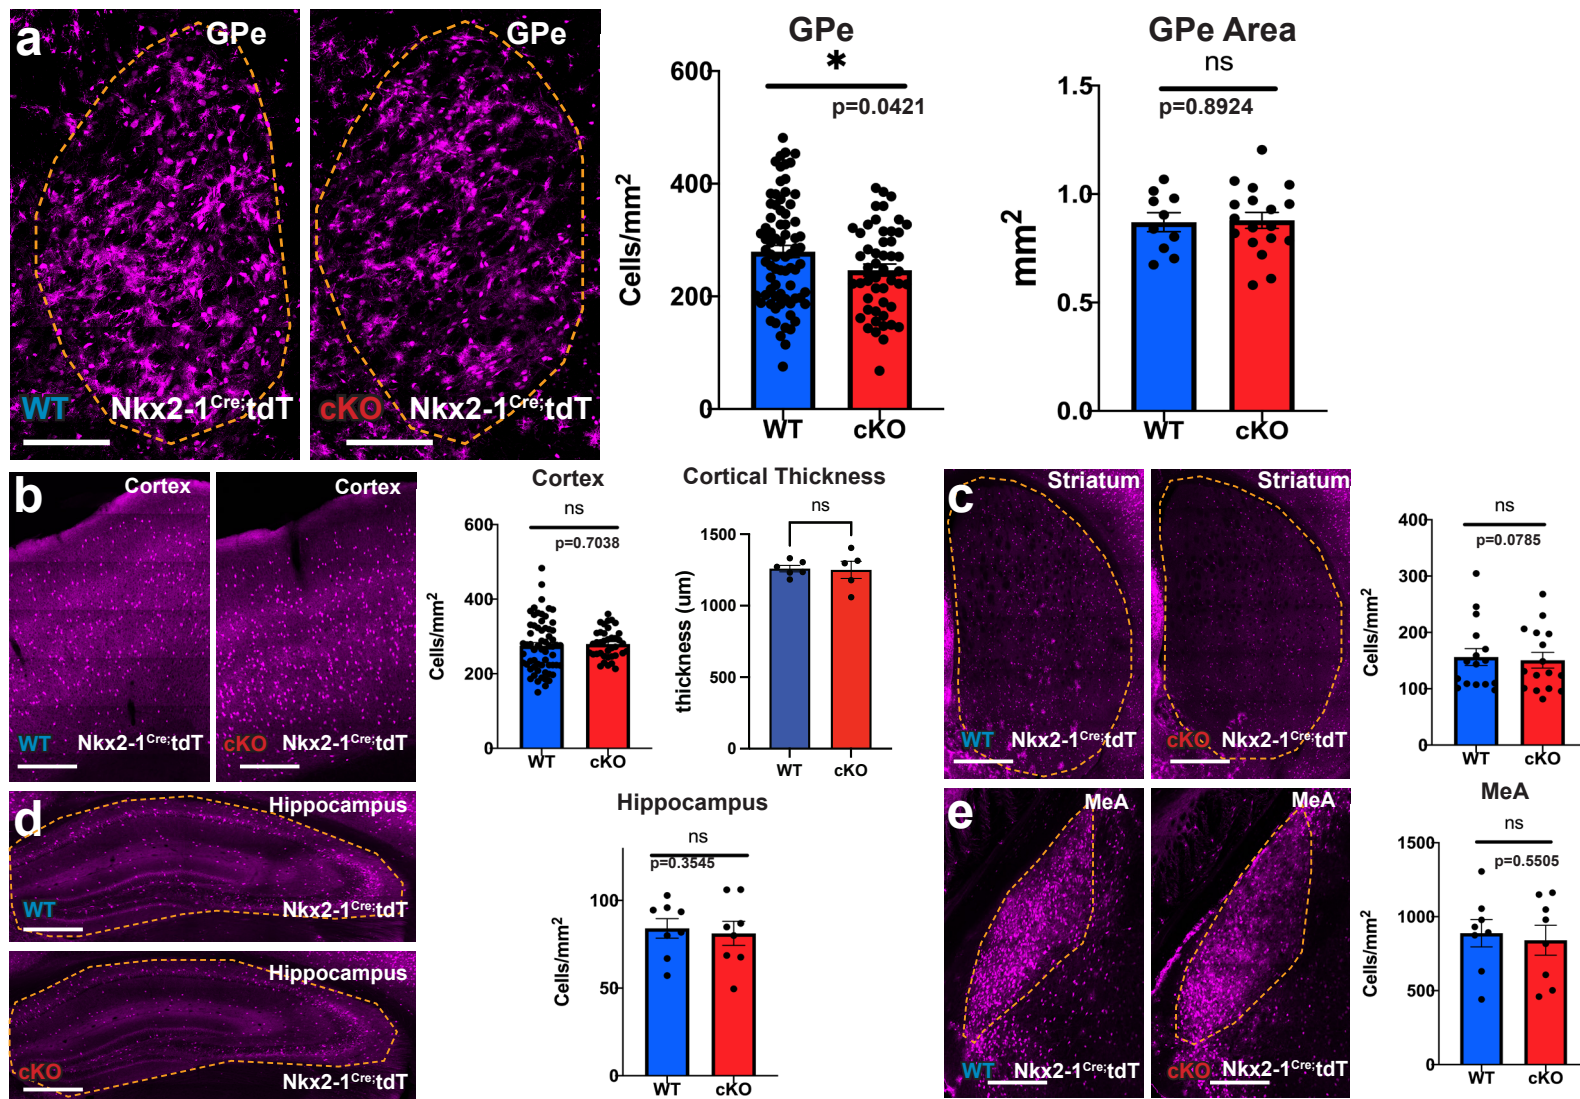

**Figure S5. *St18* conditional ablation in the MGE produces a specific loss of fate-mapped *tdTomato*<sup>+</sup> neurons in the GPe.** (a) WT and *St18* cKO GPe with MGE lineage fate-map (*Nkx2-1Cre*; Ai9) (Unpaired t-test; N= 76 WT and 50 *St18* cKO). (b) WT and *St18* cKO Cortex with MGE lineage fate-map (*Nkx2-1Cre*; Ai9) (Unpaired t-test; N= 63 WT and 38 *St18* cKO). (c) WT and *St18* cKO Hippocampus with MGE lineage fate-map (*Nkx2-1Cre*; Ai9) (Unpaired t-test; N= 8 WT and 8 *St18* cKO). (d) WT and *St18* cKO MeA with MGE lineage fate-map (*Nkx2-1Cre*; Ai9) (Unpaired t-test; N= 8 WT and 8 *St18* cKO). (e) WT and *St18* cKO Striatum with MGE lineage fate-map (*Nkx2-1Cre*; Ai9) (Unpaired t-test; N= 16 WT and 16 *St18* cKO). Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file. Scalebar represents 500 microns.

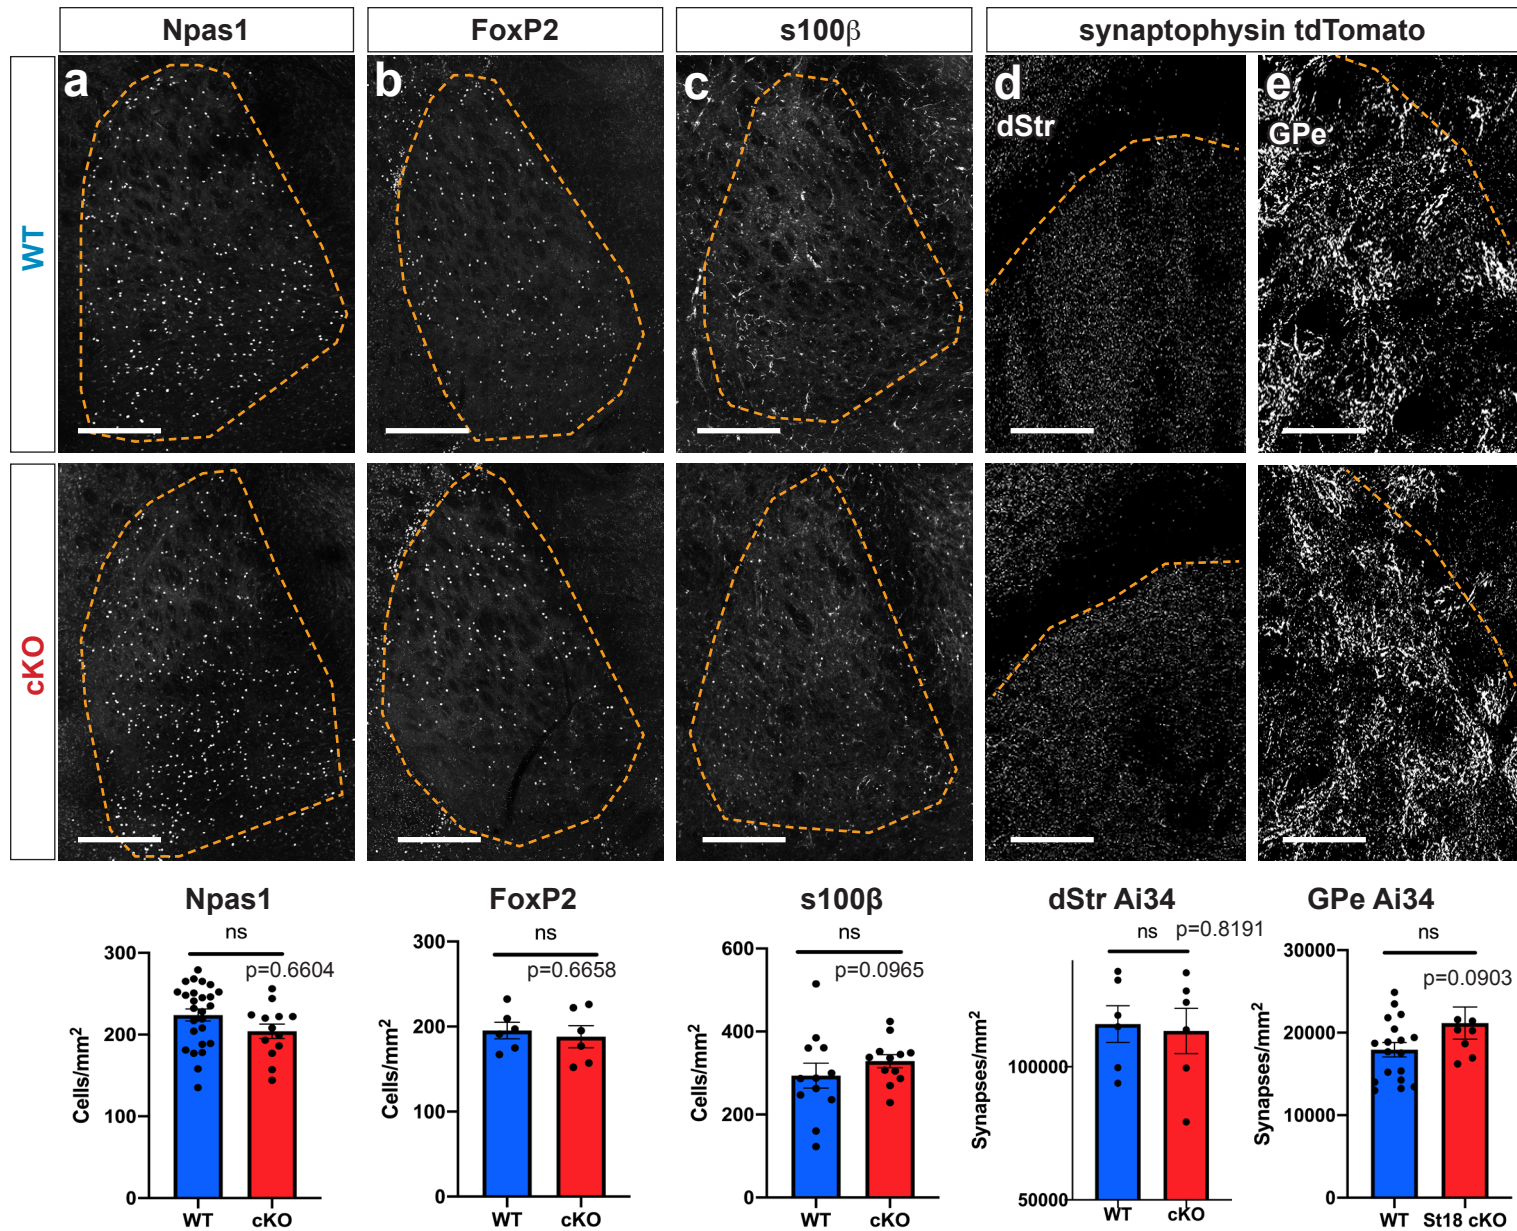

**Figure S6. *St18 cKO does not cause any change in the arkypallidal neuron population in the GPe.*** (a) Quantification of Npas1+ neurons (Unpaired t-test; N= 26 WT and 13 St18 cKO). (b) Quantification of FoxP2+ neurons (Unpaired t-test; N= 6 WT and 6 St18 cKO). (c) Quantification of s100b glia cells (Unpaired t-test; N= 12 WT and 12 St18 cKO). (d) Quantification of Ai34 synaptic puncta density in the dStr (Unpaired t-test; N= 6 WT and 6 St18 cKO). (e) Quantification of Ai34 synaptic puncta density in the GPe (Unpaired t-test; N= 18 WT and 8 St18 cKO). Data are presented as mean +/- SEM. Source data are provided as a Source Data file. Scalebar represents 500 microns.

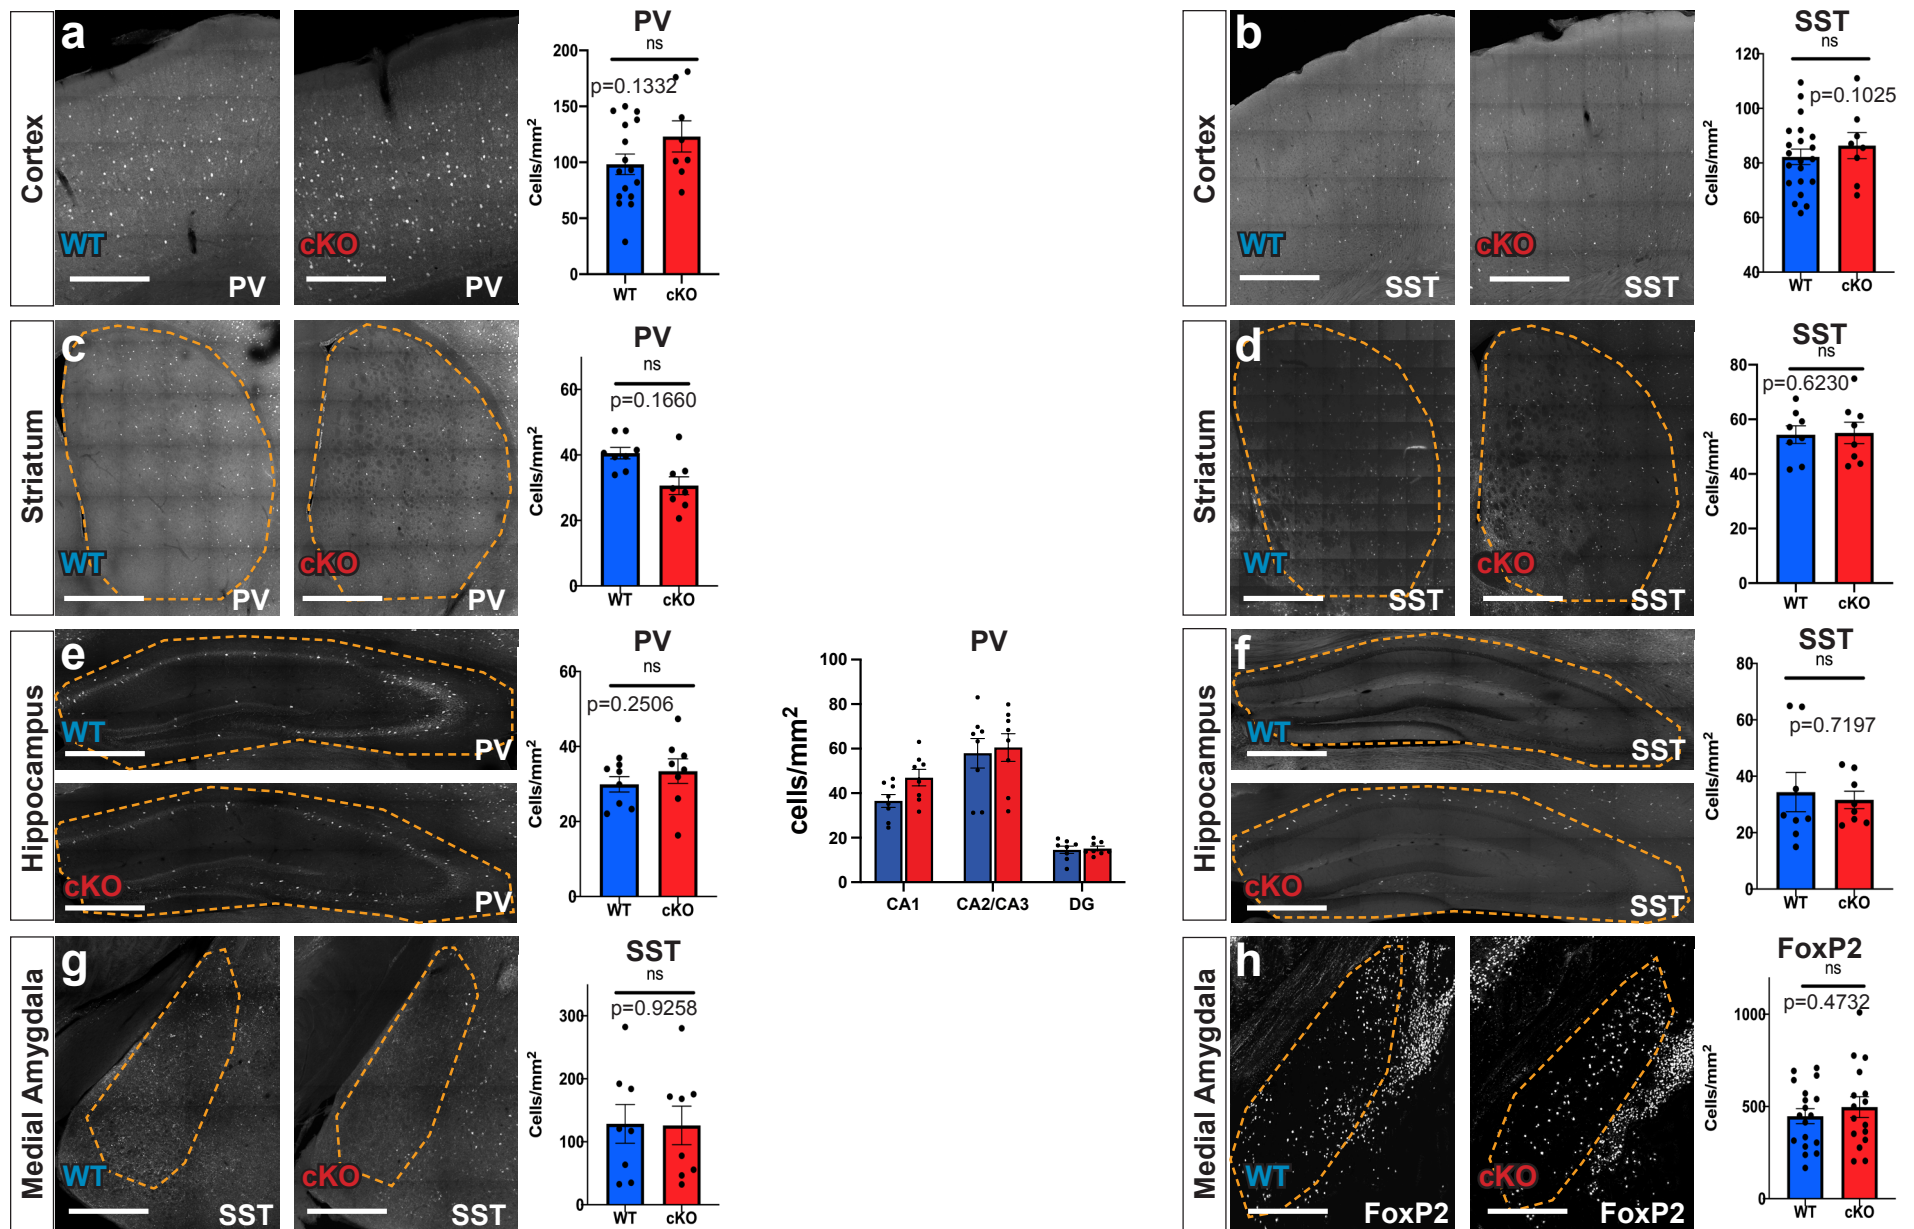

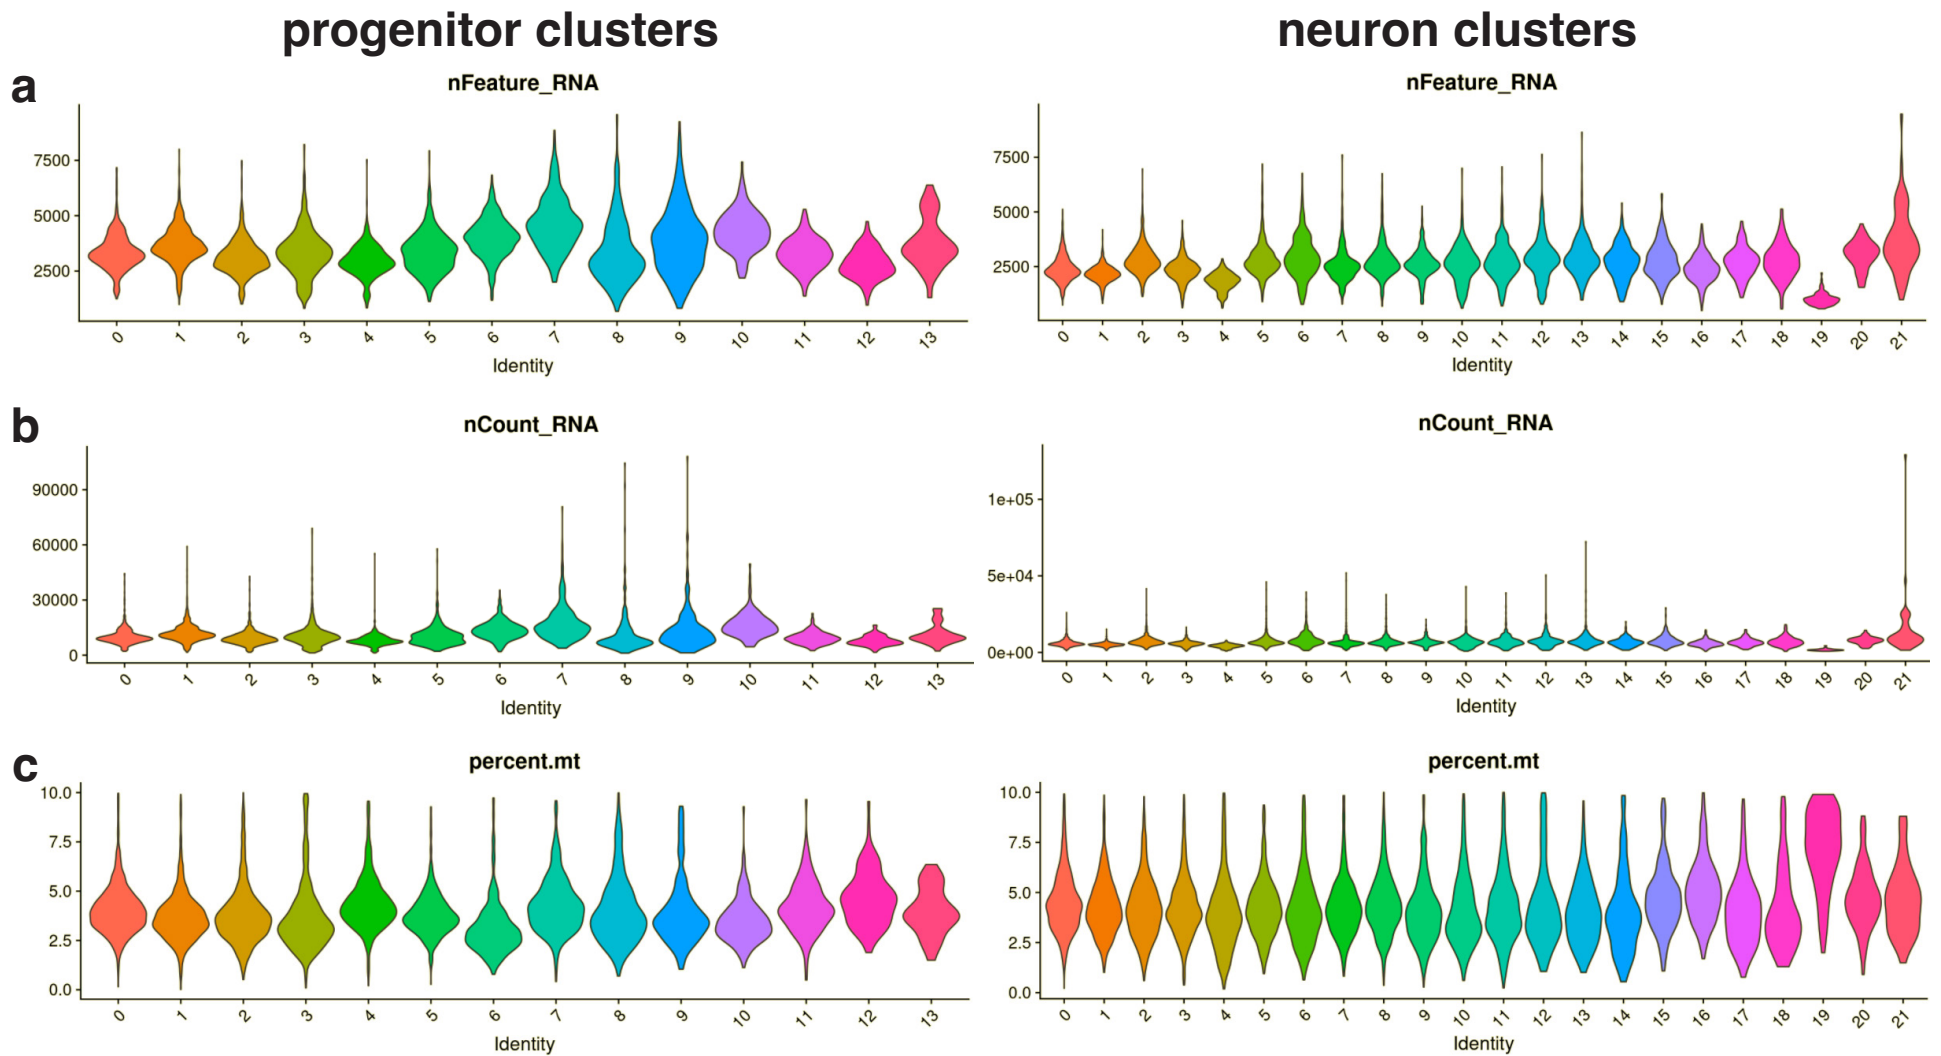

**Figure S8. Quality control of single cell RNA-seq dataset.** Violin plots showing the distribution of (a) unique genes detected per cell, (b) Unique molecular identifier (UMI) counts per cell, and (c) percent of UMIs mapped to the mitochondrial genome, grouped by cluster. Left, progenitor clusters; right, neuron clusters. Cells with low unique genes detected or high percentage of mitochondrial reads were removed prior to clustering.

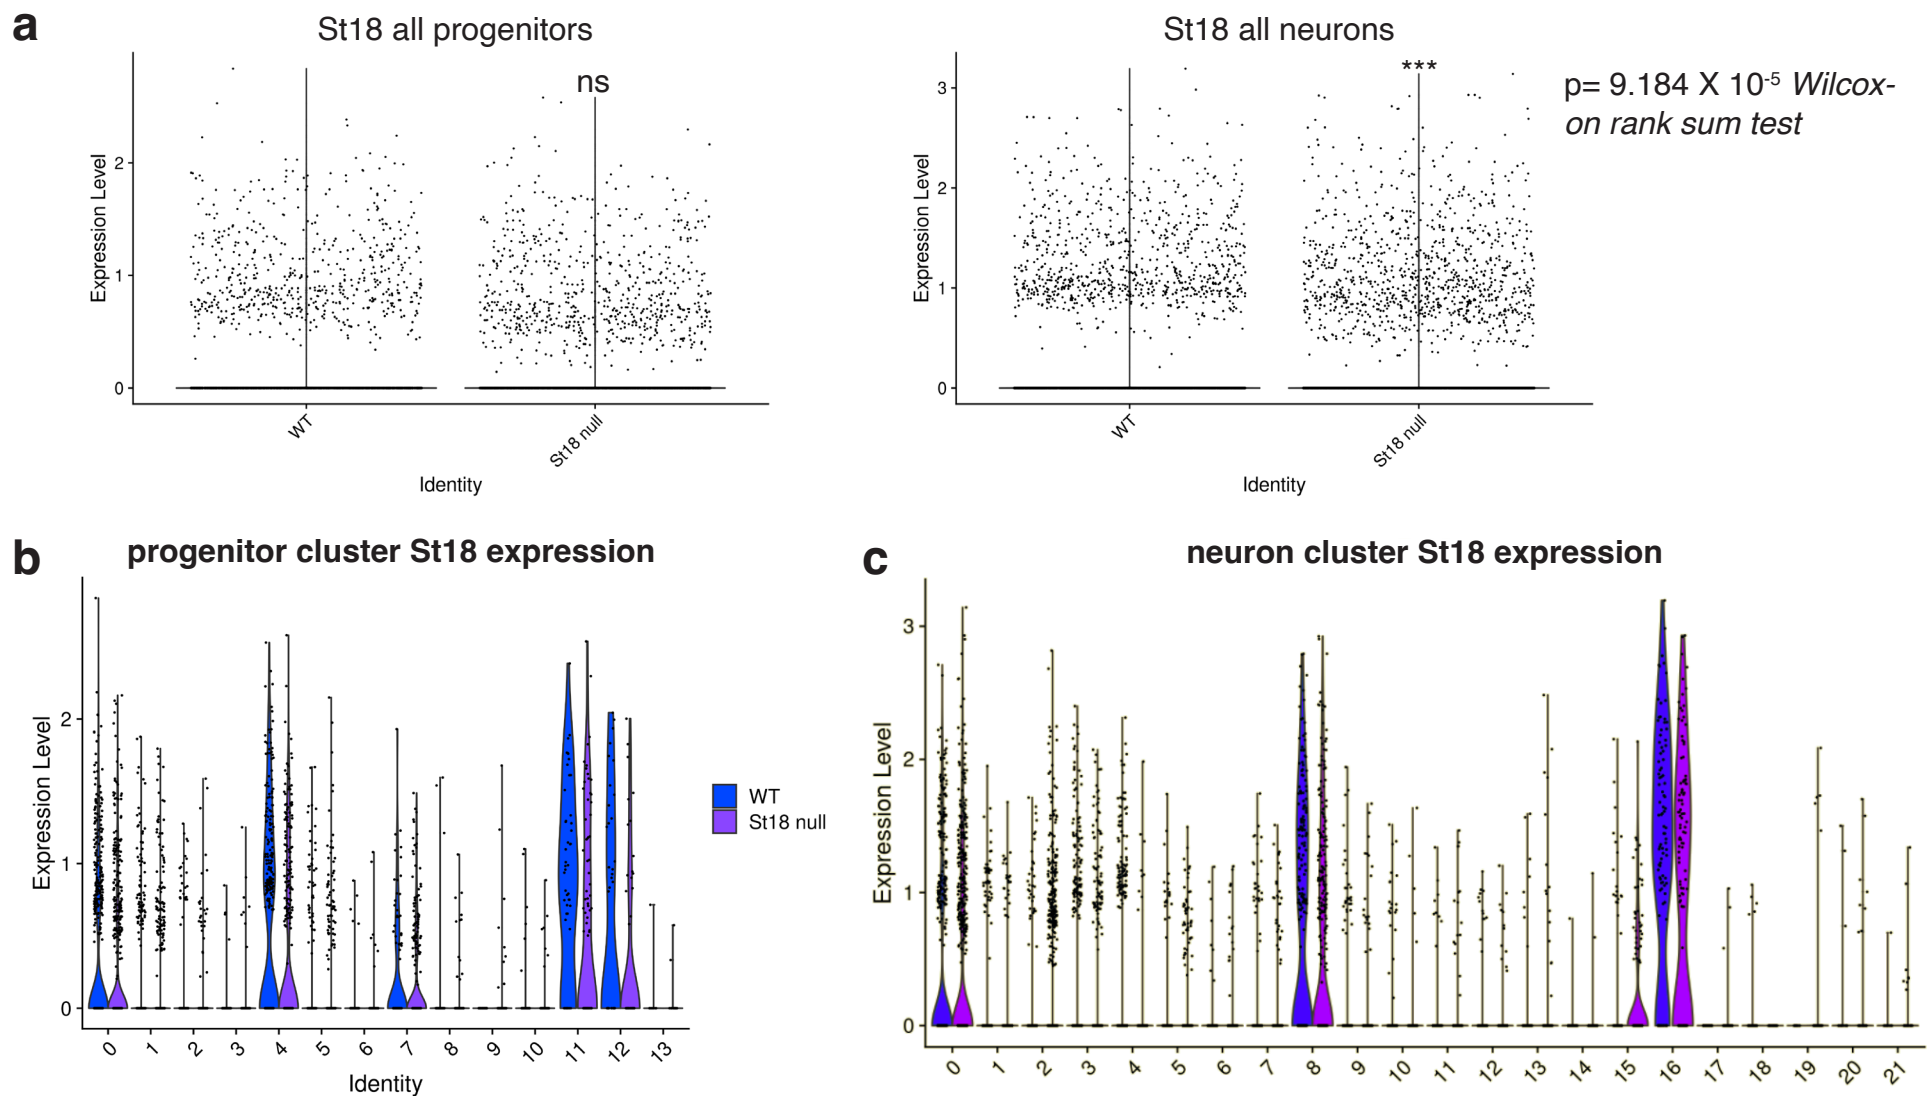

**Figure S10. Expression of *St18* in MGE single cell RNA-seq.** (a) Violin plot showing log-normalized expression of *St18* in WT and *St18* null progenitors (left) and neurons (right). (b,c) Violin plots of log-normalized expression in WT and *St18* null (b) progenitors or (c) neurons, grouped by cluster.

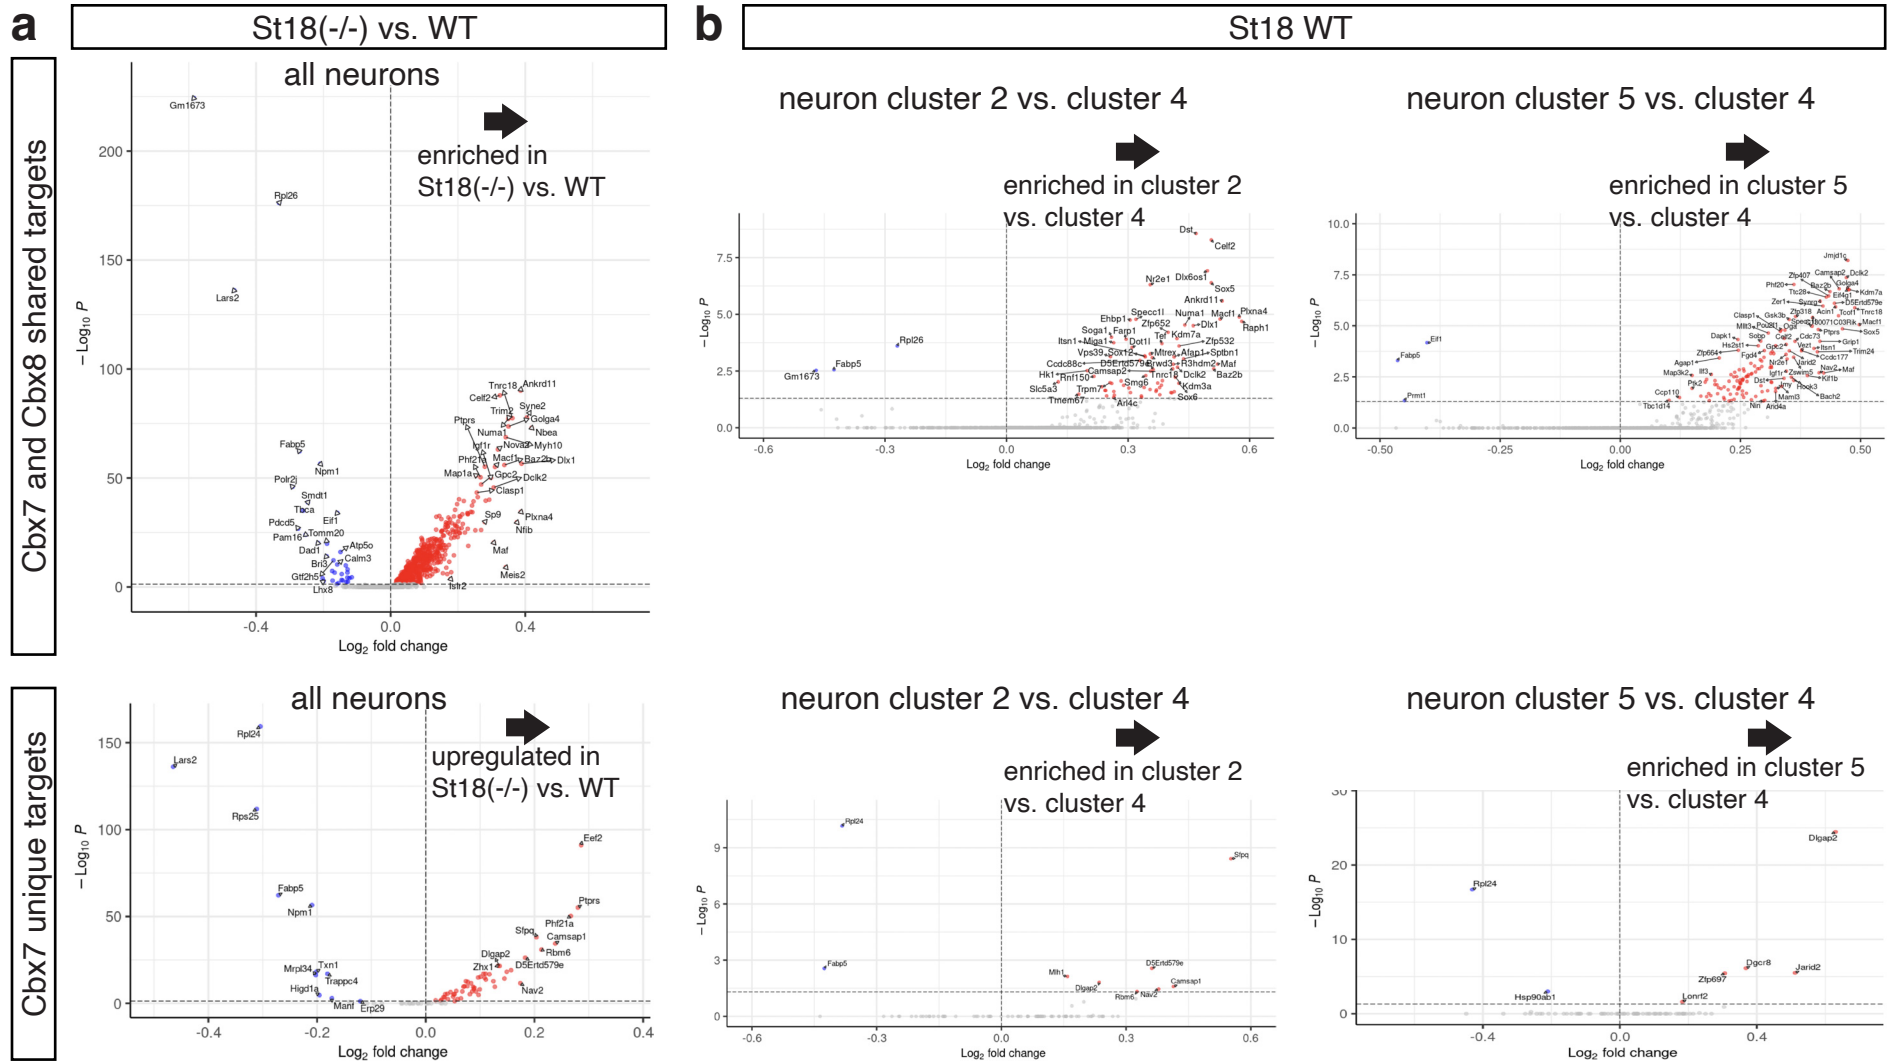

**Figure S11. Gene expression of identified Cbx 7/8 shared targets across St18 genotypes and neuronal clusters.** Cbx7 and Cbx8 shared targets and gene targets unique to Cbx7 were identified in a previous study (Klauke et al., 2013). (a) MA plots comparing St18(-/-) and WT datasets for all neurons. Top, Cbx7 and Cbx8 shared target gene targets (581 targets enriched in St18(-/-); 35 depleted); Bottom, Cbx7 unique target genes (53 targets enriched in St18(-/-); 11 depleted). (b) MA plots comparing neuron cluster 4 vs. 2 (left; 77 targets enriched in 2; 2 depleted) and 5 (right; 151 targets enriched in 5; 3 depleted). Top row shows Cbx7 and Cbx8 shared targets, bottom row shows Cbx7 unique targets.

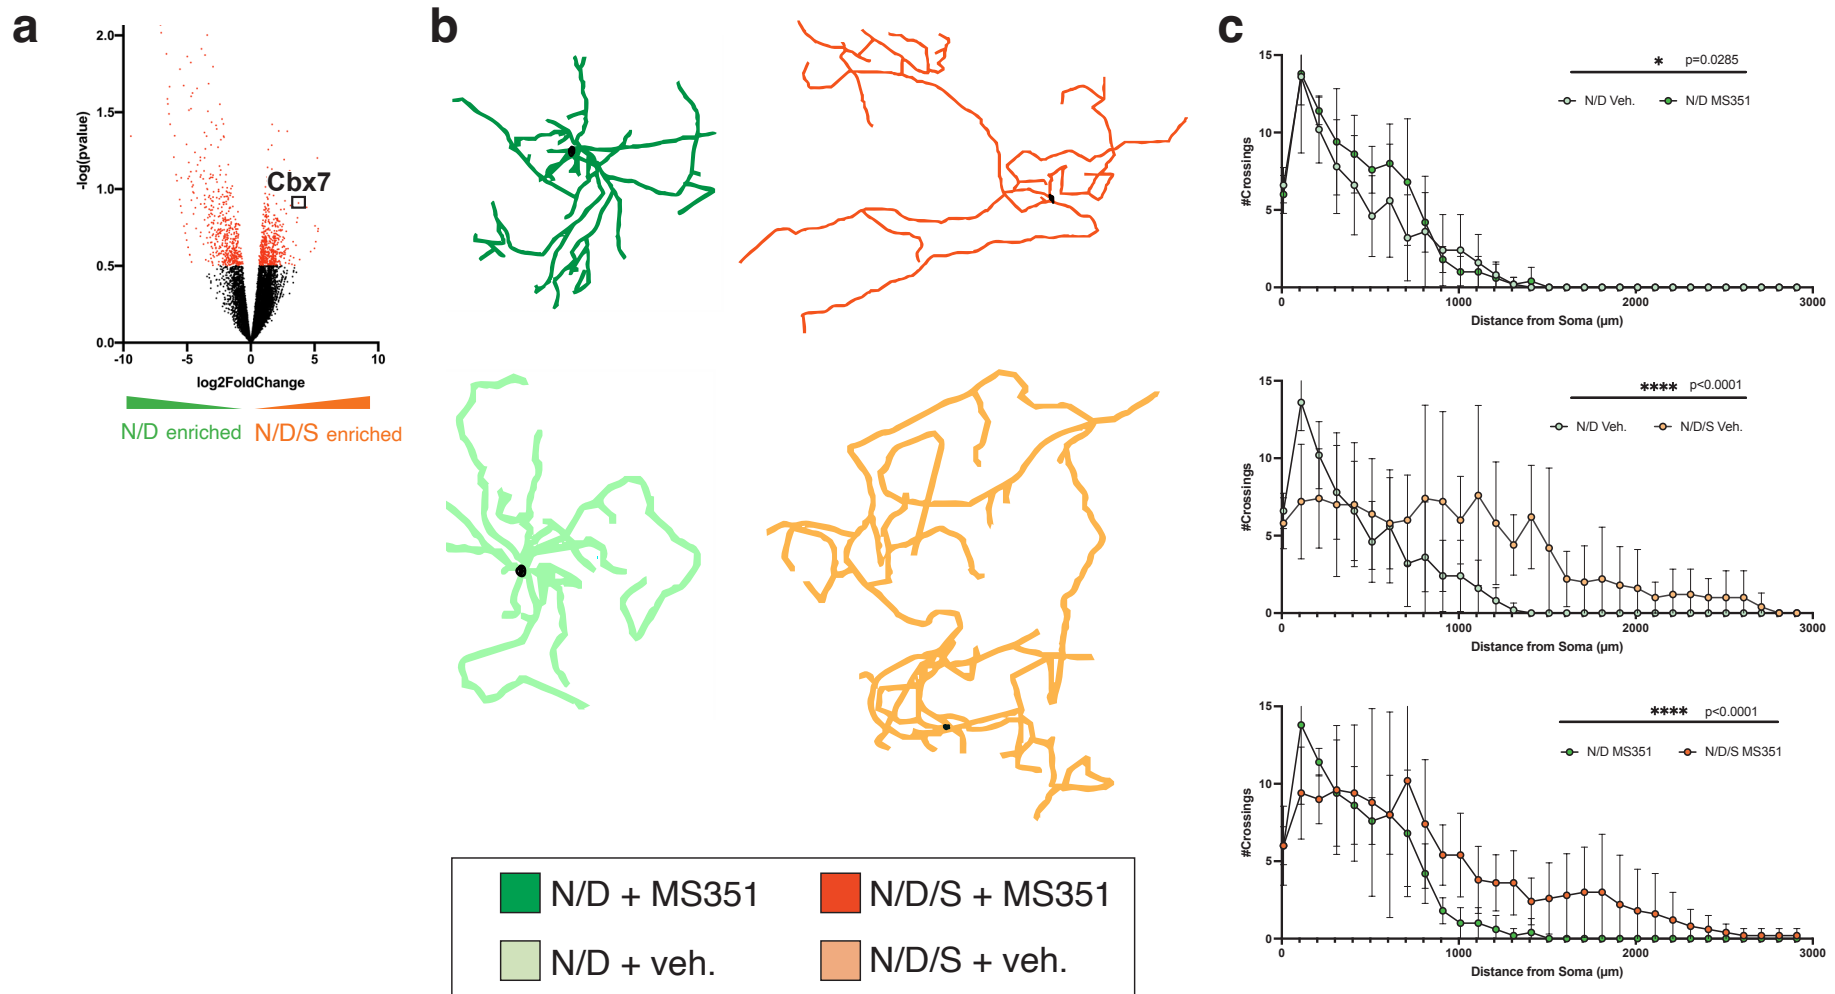

**Figure S12. MS351 administration does not affect morphology of N/D and N/D/S neurons.** (a) MA plot of differentially expressed genes in N/D/S neurons compared to N/D neurons; Cbx7 is highlighted. (b) Representative morphological reconstructions of N/D neurons and N/D/S neurons treated with MS351 or DMSO vehicle. (c) Sholl analysis of (top) N/D vehicle vs. N/D MS351; (middle;  $p=0.00000264$ ) N/D vehicle vs. N/D/S vehicle; (bottom;  $p=0.0000501$ ) N/D MS351 vs. N/D/S MS351. Sholl analyzed by 2-way ANOVA, multiplicity-adjusted p-value. N= 10 N/D/S MS351 and 10 N/D/S Veh. and 10 N/D MS351 and 10 N/D Veh. Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

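Across the 12975 genes tested in the bulk RNA-seq libraries, 0 were higher and 0 were lower in N/D/S than in N/D at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The lowest adjusted p of any gene was 1 by the same limma test and Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, 3 genes were higher and 5 lower, where chance alone gives about 649. The median log2 fold change of all tested genes was 0.26. With replicate number as a block, 0 genes passed the adjusted threshold and 9 had an unadjusted p under 0.05. Of the alternatives, one in which limma's prior variance followed mean expression, chosen after the values were seen, moved the numbers past the adjusted threshold most, to 5 genes higher and 1 lower. Upper quartile scaling moved the numbers at an unadjusted p under 0.05 most, to 419 higher and 67 lower. With that scaling, limma gave nearly all genes the same spread. The test was checked on simulated values with the same number of libraries, in which 200 genes were changed by 3 log2 units. All 200 were called, with 11 unchanged genes, when each gene had a standard deviation of 0.2. With the standard deviation found for each gene in these libraries, 0 were called. The simulated noise was independent between genes and libraries. In the data, many genes share low values in the library labelled N/D replicate 1, which the simulation does not reproduce. Why fewer genes than by chance had an unadjusted p under 0.05 was not tested. The groups are those of the labels, although St18 did not separate them.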

# Supplementary material for: St18 specifies globus pallidus projection neuron identity in MGE lineage
**Source:** Nat Commun. 2022 Dec 14;13:7735. doi: 10.1038/s41467-022-35518-5
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Note: no custom code was used to collect data. Below is a summary of software used for data collection.</p> <p>Images were obtained on Zeiss Microscopy native software, Zen.</p> <p>bulk RNA-seq: RNA was purified using an RNA miniprep kit (Zymo) and measured with a Bioanalyzer (Agilent) to ensure an RIN score of 7 or greater. mRNA was enriched using a standard poly-A pull-down prior to library construction with Illumina TruSeq chemistry. The library is sequenced using Illumina NovaSeq 6000 at the Columbia Genome Center. Samples were multiplexed in each lane with yields of paired-end 100bp reads per sample.</p> <p>scRNA-seq: Samples were submitted to the Sulzberger Genome Center Single Cell Core at the Columbia University Medical Center for library construction using 10X Genomics chemistry. Sequencing is run on a 10X Genomics platform, and analysis was performed on 10X Genomics' Cell Ranger software version 5.0.1.</p> |
| Data analysis   | <p>Note: no custom code was used to analyze data. Below is a summary of software used for data analysis.</p> <p>Images were processed by ImageJ (2.9.0) maximum z-projection, background subtraction (rolling ball radius=5-20 microns, depending on image), brightness and contrast adjustments, thresholding, and particle analysis for semi-automated cell and object counting.</p> <p>Bulk RNA seq data: RTA (Illumina) was used for base calling and bcl2fastq2 (version 2.20) for fastq format conversion. A pseudoalignment was performed to a kallisto index created from the mouse transcriptome using kallisto (0.44.0). We tested for differentially expressed genes using Sleuth (0.30.1), an R package designed for differential gene analysis from kallisto abundance files.</p>                                                                                                                                                                       |

scRNA-seq: cells were filtered based on the following criteria: cells with fewer than 200 unique genes detected, or cells with more than 10% of reads mapping to the mitochondrial genome were excluded from further analysis. After QC, all cells from all experiments were aggregated and clustered using the Seurat (4.1.0) package in R, with default parameters, except the following: cell cycle differences among dividing cells were regressed and removed (Mi et al., 2018), and clustering was performed on the 49 principal components with a p-value less than 0.01, as determined by jackstraw resampling<sup>10</sup>, with a resolution of 1.4, based on bootstrapped iterative clustering<sup>11</sup>. After clustering, progenitor and neuronal clusters were identified by plotting the expression of marker genes from 12. Subsequently, progenitors and neurons were re-clustered separately. Each cluster was then assessed for statistically significant enrichment or depletion in the WT versus St18 (-/-) groups, using a Fisher's exact test with Bonferroni correction for multiple comparisons. This identified three neuronal clusters with statistically significant differences between the groups in terms of proportions, with the additional constraints of comprising >5% of the total neuronal population and at least two-fold change in proportions between the groups. Differential gene expression among the clusters was performed using a Wilcoxon rank-sum test in the Seurat package.

Ilastik (1.3.3) (Berg et al., 2019) was used to derive image channels for analysis of MGE explants. After user training, Ilastik employed pixel classification in order to generate images that were suitable for downstream segmentation by FIJI. Segmented objects were then mapped onto stitched file to determine migratory distances for Nkx2-1Cre-fatemapped MGE neurons.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper as a separate file Source Data.xls. Additionally, scRNA-seq and bulk RNA-seq datasets are available from NCBI GEO (Accession Numbers: GSE181349 and GSE180825).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Power analysis was performed (Matlab sampsizepwr, beta=0.2, power=0.8) and it was determined that 6 biological replicates were needed for St18 mutant vs. wildtype control. Similar analysis was performed for in vitro work and found minimum 4 biological replicates.

|                 |                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data was excluded.                                                                                                                                |
| Replication     | Data was reproducible across replicates. Replicate numbers listed in Figure Legends.                                                                 |
| Randomization   | mutant and wildtypes were obtained as littermates and analyzed until the requisite number of biological replicates were obtained and often exceeded. |
| Blinding        | All data was image data blinded using ImageJ Blind Analysis Tool prior to analysis and unblinded afterwards.                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | PV [ImmunoStar Cat. 24428] 1:1000,<br>PV [Swant Cat. 235] 1:1000<br>Npas1 [Gift antibody generated in Chan Lab (not commercially available), Northwestern University] 1:1000, FoxP2 [Gift antibody generated in Jessel Lab (not commercially available), Columbia University] 1:1000, Er81 [Gift antibody generated in Jessel Lab (not commercially available), Columbia University] 1:32000,<br>SST [Millipore Sigma Cat. MAB354] 1:250,<br>sl00β [Millipore Sigma Cat. SAB5600115] 1:1000, Nkx2-1 [Abeam Cat. Ab227652] 1:500,<br>Ki67 [Invitrogen Cat. 14-5698-82] 1:200, Caspase 3 [Novus Cat. 31A1067] 1:500<br>Rat-anti St18 antibody was produced as follows: N-terminus of St18 (aa 60-298) was fused to a maltose binding protein to generate a purified immunogen. Strategic Bio-Solutions (Newark, DE) used the immunogen to generate rat polyclonal anti-St18 antibody.zzzzz |
| Validation      | St18 antibody was validated by testing for signal on WT vs. St18 (-/-) vs. St18 cKO (Nkx2.1-Cre) embryonic tissue. Here, we noted St18 signal in cortex and MGE in WT, absence of St18 signal in St18 (-/-) and absence of St18 signal in MGE in St18 cKO. See Supplemental Figure 1 panels c-e.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                     |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | We derived a mouse parental ES cell line from a Dlx6aCre (Jackson Laboratory Stock No. 008199); Ai9 (Jackson Laboratory Stock No. 007909) e3.5 pre-implantation male embryo using previously described methods (Meissner et al., 2009 Methods in Molecular Biology) |
| Authentication                                                    | Authentication performed by directed differentiation of ES line and validation of tdTomato+ neurons (McKenzie et al., 2019 Neuron) and by RNA-seq in this manuscript.                                                                                               |
| Mycoplasma contamination                                          | Lines were routinely screened for mycoplasma by PCR after each thawing and prior to use in experiments.                                                                                                                                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | n/a                                                                                                                                                                                                                                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                 |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | mus musculus, strain: mixed C57bl6/ICR. Ages varied for experiments. For embryos, age was stated in Figure Legend. For postnatal analysis, mice were analyzed animals were between P30 and P60. |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | n/a                                                                                                                                                                                                                            |
| Reporting on sex        | Data was collected using mice from both sexes. For postnatal analysis where sex was determined, we performed a post-hoc ANOVA analysis and determined that sex was not a confound in St18 (-/-) or St18 cKO mutant phenotypes. |
| Field-collected samples | n/a                                                                                                                                                                                                                            |
| Ethics oversight        | All animal experiments were conducted in compliance with and pre-approval from Columbia University's Institutional Animal Care and Use Committee.                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

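The bulk RNA-seq libraries of tdTomato+ neurons sorted on day 12 from the N/D and N/D/S lines were analysed, with 2 libraries per line. The authors deposited one file per library, in which each gene symbol has a transcript abundance normalized to transcript length and library total (TPM). According to the paper's methods, reads were base-called, converted and pseudoaligned to a mouse transcriptome index with kallisto 0.44.0. The release of the transcriptome is not named in the paper's text. Each gene symbol has a single value, and how the authors combined transcripts into genes is not described in the paper's text. No scaling between libraries is described either. TPM values keep no read counts, so the depth of each library is unknown and no interval or detection limit is given.

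The files were joined on gene symbol. The same-numbered files share one symbol list, with 203 symbols found only in the replicate 1 files and 210 only in the replicate 2 files. A further 24 symbols had been turned into dates before deposit and were left out, and 2 symbols were listed in duplicate. The 34968 symbols shared by all 4 libraries were kept, and genes with at least 1 TPM in at least 2 libraries were tested, 12975 in all. Gene positions and lengths came from GENCODE M21 on GRCm38 and were used for nothing else. The longest annotated transcript of a gene was taken as its length.

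Conditions and replicate numbers came from the sample labels. The pairing of libraries by replicate number is not described in the paper's text and comes from those labels. The symbol lists of the files also follow replicate number, and whether the numbers mark processing batches is not known. Differences between the lines were fitted in R 4.3.3 with limma 3.58.1 (linear model and empirical Bayes) on log2(TPM + 1), 2 libraries against 2, without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The plan allowed for read counts or for TPM, and the model for TPM was used because the values are not counts. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, and against 10000 random lists matched on mean expression. The test was checked on simulated data, part of which took its spread from a fit to the libraries. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

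The comparisons, the alternatives and the rule for naming genes were set before the data were examined, apart from those said to be chosen later. Genes named are those in lists written from the paper's text and figures or as markers of cell types and PRC1 subunits. To these were added the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold and separated in both replicates, of which there were none. Results for an item withheld for evaluation are not reported here. Alternatives were pseudocounts of 0.1 and 0.5, no filter on low values, at least 1 TPM in every library, median-of-ratios and upper quartile scaling, a model on the natural log with a pseudocount of 0.5 after the paper's sleuth, replicate number as a block, other thresholds, other gene set tests, and each library left out in turn. Quantile normalization, a variance trend, the ratio of mean TPM and all settings for chromosome 1 were chosen after the values were seen.

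Sleuth itself was not used here, since it needs the bootstraps of the kallisto output, which the files do not hold. The single-cell RNA-seq of wild-type and St18(−/−) embryos and the experiments with the Cbx7 inhibitor were not analysed here.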

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

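Quantile normalization, the variance trend, the ratio of mean TPM and the settings for chromosome 1 were chosen only after the result was seen. In all, 189 alternative values were computed for 14 results. Of these, 163 kept their direction and side of the threshold, or where there was no test moved by less than a set limit. A further 18 changed direction and 8 moved by more. With a library left out, the limit for a gene was its residual standard deviation between libraries, 2.84 for Cbx7. Cbx7 values from 0.33 to 5.06 were thus all counted as kept. With no filter, the replicate block or the variance trend, the Cbx7 value is 2.70 by construction. For the changes below, the cause was not tested. A count-based model, the count filter of sleuth and a test of single transcripts were not run, since the values are TPM per gene. Scaling by library size alone is the same as the TPM as deposited. Fits that left out a library gave no gene counts, since a line of 1 library gives no p.

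The numbers of genes past the adjusted threshold were 0 higher and 0 lower under every alternative set in advance, with 8 to 486 genes at an unadjusted p under 0.05 (486 with the upper quartile, 419 higher and 67 lower). Quantile normalization also gave 0 and 0, with 72 genes at an unadjusted p under 0.05. With the variance trend, 5 genes were higher (Adgrg1, Blcap, Gm10925, Mtx1 and Pdxp) and 1 was lower (Gm12338), all named after their values were seen. Blcap and Mtx1 were listed at 0, Pdxp at 0.02 TPM and Adgrg1 at 0.2 TPM in the library labelled N/D replicate 1, and Gm12338 at 0 in N/D/S replicate 1. Gm10925 was at 0 in no library and higher in N/D/S in both replicate numbers, at 763.3 against 75.5 TPM and 930.6 against 162.3 TPM. That setting gave every gene of a given mean the same spread, whatever its own libraries showed.

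The Cbx7 log2 fold change stayed above 0 in every alternative that gave a value, from 2.085 (the ratio of mean TPM) to 4.32 (pseudocount 0.1) across settings with all libraries and from 0.33 to 5.06 with one library left out (the highest against a single library at 0, so set by the pseudocount), and its lowest adjusted p from limma with Benjamini-Hochberg adjustment was 0.999. Its lowest unadjusted p from limma was 0.0297, with the upper quartile, where nearly all genes were given the same spread. With at least 1 TPM in every library, Cbx7, Cbx2 and Cbx8 were not tested. The rank of Cbx7 moved to 143 with quantile normalization, and ranged from 2 to 2388 with one library left out.

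Scaling moved the median log2 fold change of all genes from 0.26 to 0.14 with the upper quartile and −0.05 with quantile normalization, and among genes with at least 1 TPM in every library it was −0.15. With quantile normalization, St18 was at 0.083, the Cbx7 targets at −0.028, the cortical interneuron genes at −0.59 (unadjusted p = 0.0492 from limma's camera) and the guidance genes at −0.11. With the upper quartile, the Cbx7 targets were at −0.10. For genes with at least 1 TPM in every library, the cortical interneuron genes were at −0.089 and the guidance genes at −0.002. With one library left out, St18 ranged from −0.76 to 0.67, Nkx2-1 from −0.83 to 0.68, Cbx8 from −0.13 to 4.36, the Cbx7 targets from −0.62 to 0.96, the cortical interneuron genes from −0.95 to 1.36 and the guidance genes from −0.50 to 1.02. Cbx2, Cbx6 and Dlx2 kept their direction in every alternative that gave a value. The shift of chromosome 1 genes was −0.29 for genes with at least 1 TPM in every library, and ranged from −0.38 to −0.29 with one library left out.

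Depth is unknown, so how far it limits the detection of Cbx7 in any library was not assessed.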

Differences from the paper's values

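The fold change of Cbx7 in N/D/S over N/D was 6.48 from the model on log2(TPM + 1), against the paper's 4.25. None of the alternatives set before the data were examined came within 1.5 times the paper's fold: it was 6.70 with median-of-ratios factors, 6.89 with upper quartile scaling, 6.48 with no filter and with replicate number as a block, 9.02 and 19.9 with pseudocounts of 0.5 and 0.1, and 9.37 on the natural log scale after sleuth. With one library left out it was 1.26 without N/D replicate 1, 2.19 without N/D/S replicate 1 and 19.2 without N/D/S replicate 2. Without N/D replicate 2, Cbx7 is listed at 0 in the N/D library that is left, so no fold is given. The ratio of the mean TPM of each line, a setting chosen after seeing the values, was 4.24 (54.0 TPM in N/D/S and 12.7 TPM in N/D), or 2.085 on the log2 scale. On the log2 scale, the paper's 2.09 and the 2.70 found here differ by less than the spread between libraries. The paper's Figure S12a places Cbx7 at about 3.7, read by eye. The coefficient for Cbx7 on the natural log scale after sleuth was 2.24. That number is close to the 2.09 that the paper gives as a log2 fold change. Whether the paper's value is such a coefficient is not known.

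The paper ranks Cbx7 among the genes that differ most between the lines. Here it ranked 229 by log2 fold change and 728 by p of 12975 genes, 0 of which passed an adjusted p of 0.05 and 8 of which had an unadjusted p under 0.05. With the library labelled N/D/S replicate 2 left out, one of the alternatives set before the data were examined, Cbx7 ranked 2. The paper describes Cbx7 as raised in N/D/S neurons. In replicate 2 the library labelled N/D/S had less Cbx7 than that labelled N/D, with a log2 difference of −1.23.

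The paper finds St18 protein in N/D/S embryoid bodies and only sparse St18 in N/D embryoid bodies. In the sorted neurons, the ratio of mean St18 TPM of the libraries labelled N/D/S to those labelled N/D was 1.10.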

Other observations

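The tests of genes listed at 0, of Cbx7 in each pair, of length between libraries, of the marker lists, of differences counted on the log2 scale, and of chromosome 1 by length, by window, by library and by split were chosen only after the result was seen. The others were written down before.

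Cbx7 was listed at 0 in the library labelled N/D replicate 1. Among genes with a mean TPM within 2-fold of that of Cbx7 in the other libraries (44.5 TPM), 11.5% were listed at 0 in that library, against 0.09%, 0.19% and 0.06% for the same comparison in N/D/S replicate 1, N/D/S replicate 2 and N/D replicate 2. Cbx7 was higher in N/D/S in 1 of the 2 pairs, but St18 was lower in N/D/S in the other, so this test could not decide whether St18 raises Cbx7 in N/D/S. The value of 0 for Cbx7 may reflect the loss of many expressed genes from that library. An effect of St18 on Cbx7 cannot be told apart from it here. What lowered the number of detected genes there was not tested, and depth is unknown.

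The number of genes with at least a 4-fold ratio of mean TPM was 250 towards N/D/S and 371 towards N/D with all 4 libraries, so by this measure no excess towards N/D/S was present to explain. Without the library labelled N/D replicate 1 there were 154 towards N/D/S and 151 towards N/D. On the log2(TPM + 1) scale of the model, where low values weigh more, 921 genes differed by at least 2 log2 units towards N/D/S and 110 towards N/D. Of the 921, 872 had under 1 TPM in the library labelled N/D replicate 1. Without that library there were 17 towards N/D/S and 56 towards N/D. By the ratio of mean TPM, Cbx7 ranked 203 of 12730 genes with all libraries. Of the 203 genes with at least its ratio, 185 had under 0.1 TPM in the library labelled N/D replicate 1. Of the same 203 genes, 146 were higher in N/D/S in both replicate numbers, which Cbx7 was not.

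Long genes were lower in the library labelled N/D/S replicate 2. Across 7760 genes, which are not independent replicates, Spearman's rho between transcript length and the log2 ratio of N/D/S replicate 2 to N/D replicate 2 was −0.45. The median log2 ratio was 0.07 among the shortest genes and −1.09 among the longest, each a group of equal size by length. Within the N/D/S line, rho was 0.51 for the ratio of replicate 1 to replicate 2. Long genes were also lower in N/D replicate 1, with a median of −0.60 among the longest for its ratio to N/D replicate 2. A relation with length was thus not particular to N/D/S replicate 2. A length bias between libraries is a candidate explanation, and a biological difference in long genes was not tested.

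The gene sets showed no difference between the lines past the threshold. The Cbx7 targets tested were only the 34 named in Figure S11a, a small part of those its legend counts as enriched. Results for that set cover those 34 alone. The 34 Cbx7 targets labelled as raised in St18(−/−) neurons in Figure S11a had a median log2 fold change of 0.10 against 0.26 for all genes (unadjusted p = 0.354 from limma's camera, Benjamini-Hochberg adjusted p = 0.531 over 3 sets, 14 genes lower and 20 higher). The cortical interneuron genes of the paper, 16 of 17 tested, had a median of 0.30 (unadjusted p = 0.277 from limma's camera, Benjamini-Hochberg adjusted p = 0.531, 6 lower and 10 higher). The guidance genes, 68 of 78 tested, also had a median of 0.30 (unadjusted p = 0.857 from limma's camera, Benjamini-Hochberg adjusted p = 0.857, 23 lower and 45 higher). In each of these sets 0 genes passed an adjusted p of 0.05, over all genes or within the set, and 0 had an unadjusted p under 0.05. With replicate number as a block, the unadjusted p from limma's camera was 0.303, 0.263 and 0.900 in the same order. Against random lists of the same expression, the medians lay at percentiles 35, 32.1 and 9.23.

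Within replicate numbers the sets moved with all genes, whose median log2 difference was 1.14 in replicate 1 and −0.62 in replicate 2. The Cbx7 targets were at 1.21 and −1.57, the cortical interneuron genes at 2.46 and −1.96 and the guidance genes at 1.45 and −0.99. In replicate 2, random lists matched to the Cbx7 targets on expression had a median of −0.65, and lists matched on expression and length had −1.03. The Cbx7 targets lay at percentile 0 of the first lists and 0.02 of the second, so length may account for part of their position and, as measured here, not for all of it. The cortical interneuron genes lay at percentile 0 and then 0.01, where lists had a median of −0.73 and then −1.08, and the guidance genes at percentile 2.62 and then 25.6. These percentiles come from a single pair of libraries in which the one labelled N/D/S had less St18 and less Cbx7, so the pair says nothing on an effect of more Cbx7.

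Marker genes of pluripotency, glia and non-neural cells were higher in both replicate 2 libraries. Of 21 marker genes with at least 1 TPM in a library, 17 had both replicate 2 libraries above both replicate 1 libraries, or 81.0%, against a median of 19.0% in random lists of the same expression (percentile 100). Their summed TPM was 15.9 and 44.5 in N/D/S and N/D replicate 1, and 447.9 and 368.1 in N/D/S and N/D replicate 2. The number of marker genes lower in N/D/S replicate 1 than in both replicate 2 libraries was 17, which follows from the order just counted. With the library labelled N/D replicate 1 left out of the comparison and of the matching, that share lay at percentile 100 of random lists, whose highest share was 57.1%. N/D/S replicate 1 also had the most genes above 0 of the 4 libraries (20750) and the lowest marker sum. Few detected genes in the library labelled N/D replicate 1 therefore did not account for the pattern. RNA from other cells in the replicate 2 cultures is a candidate explanation. The pattern follows replicate number and not line, and a change in the sorted neurons themselves was not tested.

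Of the 4 Y-linked genes, Ddx3y, Eif2s3y and Kdm5d were near 0 in the library labelled N/D replicate 1, at 0.04, 0.21 and 0.17 TPM, and Uty had 2.75 TPM. Their median log2 drop was −2.61, against −1.86 for lists matched on expression, at percentile 18.72 of random lists of 4 genes. The drop is consistent with the general loss of genes from that library, and 4 genes could not separate it from the loss of a chromosome.

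Genes on chromosome 1, where St18 lies, were lower in N/D/S. After centring on length, the median log2 difference of its 465 genes was −0.371, the lowest of 19 autosomes, the others ranging from −0.22 to 0.17, and 0 of 10000 random gene lists were as low. Without centring, the median was −0.35, also the lowest, so centring on length hardly moved it. A few neighbouring genes did not account for it, since 10 of the 10 windows of 20 Mb had a median below 0. Chromosome 1 was the lowest autosome in 3 of the 4 pairs of an N/D/S with an N/D library, and second lowest in the pair of replicate 2 libraries (−0.29, against −0.30 for the lowest). The test for dependence on a single library asked for 4 of 4 pairs and was not met. Without centring, chromosome 1 was the lowest in 4 of 4 pairs. With each library left out in turn, chromosome 1 was the lowest autosome each time. Within a line, the median was 0.07 between both N/D libraries and 0.02 between both N/D/S libraries. The smallest shift of chromosome 1 between the lines exceeded the largest within a line by 0.187, and it was the 1 autosome of 19 for which this was so. With the labels exchanged in replicate 2, the largest such difference of any autosome was −0.034, and with the libraries grouped by replicate number it was −0.019. Chromosome 1 thus goes against an exchange of labels within a single replicate number, although 1 of only 3 possible splits is the largest by chance and an exchange in both replicate numbers would not change the grouping. A different number of copies in every cell of one line would give −0.58 (2 copies against 3) or −1.0 (1 against 2). The median over the 4 pairs was −0.304, near neither, so a different copy number in every cell was neither shown nor excluded, and copies in a fraction of cells were not tested. Since each line is a separate ES cell line, a difference between the lines in chromosome 1 may be carried by the line and could not be told apart from an effect of St18.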
